# Genome-wide analysis of Smad and Schnurri transcription factors in *C. elegans* demonstrates widespread interaction and a function in collagen secretion

**DOI:** 10.7554/eLife.99394

**Published:** 2025-01-31

**Authors:** Mehul Vora, Jonathan Dietz, Zachary Wing, Karen George, Jun Kelly Liu, Christopher Rongo, Cathy Savage-Dunn

**Keywords:** Smad, Schnurri, BMP, collagen, *C. elegans*, body size, *C. elegans*

## Abstract

Smads and their transcription factor partners mediate the transcriptional responses of target cells to secreted ligands of the transforming growth factor-β (TGF-β) family, including those of the conserved bone morphogenetic protein (BMP) family, yet only a small number of direct target genes have been well characterized. In *C. elegans,* the BMP2/4 ortholog DBL-1 regulates multiple biological functions, including body size, via a canonical receptor-Smad signaling cascade. Here, we identify functional binding sites for SMA-3/Smad and its transcriptional partner SMA-9/Schnurri based on ChIP-seq peaks (identified by modEncode) and expression differences of nearby genes identified from RNA-seq analysis of corresponding mutants. We found that SMA-3 and SMA-9 have both overlapping and unique target genes. At a genome-wide scale, SMA-3/Smad acts as a transcriptional activator, whereas SMA-9/Schnurri direct targets include both activated and repressed genes. Mutations in *sma-9* partially suppress the small body size phenotype of *sma-3,* suggesting some level of antagonism between these factors and challenging the prevailing model for Schnurri function. Functional analysis of target genes revealed a novel role in body size for genes involved in one-carbon metabolism and in the endoplasmic reticulum (ER) secretory pathway, including the disulfide reductase *dpy-11*. Our findings indicate that Smads and SMA-9/Schnurri have previously unappreciated complex genetic and genomic regulatory interactions that in turn regulate the secretion of extracellular components like collagen into the cuticle to mediate body size regulation.

## eLife digest

Growth and development depend on the ability of cells to communicate through an intricate ballet of molecular signals that determine cell behaviors. Signaling proteins belonging to the BMP family, in particular, play an important role by activating certain ‘transcription factors’, known as Smad proteins, which then bind to specific DNA sequences to switch target genes on or off. The activity of these BMP-activated transcription factors is modulated by other molecular partners – Schnurri, for instance, is a well-known transcription factor partner of Smad. Still, exactly how Smad and Schnurri interact to control the expression of genes across the genome, and thereby execute complex biological programs, has remained unclear.

To investigate this question, Vora, Dietz et al. examined how Smad and Schnurri partner to regulate body size during the development of *Caenorhabditis elegans*, a transparent, non-parasitic worm widely used in research. Various genomic techniques were used to reveal where on the genome the transcription factors could bind, as well as to track resulting changes in gene expression. Software approaches were then adapted to combine these datasets, showing that Smad and Schnurri have both shared and independent targets. The two proteins usually cooperate to activate gene expression, but they sometimes antagonize each other’s functions. Finally, analyses showed that Smad and Schnurri help control body size by regulating the secretion of collagen. This protein is the primary component of the cuticle, a flexible external layer that shields the worms from the environment as well as determines their bodies’ shape and size. Overall, the work by Vora, Dietz et al. demonstrates that previous models for Smad and Schnurri interactions were incomplete, paving the way for further research into these proteins and their role in development.

## Introduction

Members of the TGF-β family of secreted ligands play numerous roles in development and disease. In humans, there are 33 ligand genes that can be broadly separated into two subfamilies: the TGF-β/Activin subfamily and the BMP subfamily (Massagué, 1998). Due to the conservation of these ligands and their signaling pathways across metazoans, genetic studies in invertebrate systems have been instrumental in identifying signaling mechanisms (Savage et al., 1996; Sekelsky et al., 1995). Canonical signaling occurs when ligand dimers bind to transmembrane receptors generating a heterotetrameric complex consisting of two type I and two type II serine/threonine kinase receptors. Following ligand binding and complex assembly, the constitutively active type II receptor phosphorylates the type I receptor on the GS domain and thereby activates its kinase domain (Wrana et al., 1994). The activated type I receptor phosphorylates the C-terminus of intracellular receptor-regulated Smads (R-Smads), promoting their heterotrimeric complex formation with co-Smads. The heterotrimeric Smad complex accumulates in the nucleus and binds DNA directly to elicit changes in gene expression (Liu et al., 1995; Wrana et al., 1992; Estevez et al., 1993; Gerstein et al., 2010; Chacko et al., 2004; Souchelnytskyi et al., 1997; Qin et al., 2001; Zhang et al., 1996; Abdollah et al., 1997; Lagna et al., 1996; Nicolás et al., 2004). Co-Smads for all ligands and R-Smads for TGF-β/Activin ligands bind a 4 bp GTCT Smad Binding Element (SBE); furthermore, R-Smads for BMP ligands associate with GC-rich sequences (GC-SBE) (Kim et al., 1997; Gao et al., 2005; Rushlow et al., 2001). The SBE is considered too degenerate and low affinity to account fully for binding specificity, so transcription factor partners likely contribute to target gene selection (Hill, 2016). To date, only a few direct target genes of Smads have been extensively studied, including *Drosophila brinker* (Pyrowolakis et al., 2004); Xenopus *mixer* (Germain et al., 2000) and *Xvent2* (Yao et al., 2006); and the mammalian *ATF3* and *Id* genes (Kang et al., 2003). Genome-wide studies have the potential to expand these examples and elucidate general principles of target gene selection (Deignan et al., 2016; Chiu et al., 2014; Morikawa et al., 2011). More of these studies are needed to understand how Smad transcriptional partners influence target gene selection and contribute to the execution of specific biological functions.

In the nematode *Caenorhabditis elegans,* a BMP signaling cascade initiated by the ligand DBL-1 plays a major role in body size regulation (Suzuki et al., 1999). In nematodes, body size is constrained by a collagen-rich cuticle, which is secreted by an epidermal layer (the hypodermis) and remodeled over four successive molts during larval growth and then continuously during adulthood (Lazetic and Fay, 2017; Page and Johnstone, 2007). DBL-1 signals through type I receptor SMA-6, type II receptor DAF-4, and Smads SMA-2, SMA-3, and SMA-4 (founding members of the Smad family), which act together in the hypodermis to promote body size growth during the earliest larval growth stages (Gumienny and Savage-Dunn, 2013; Yoshida et al., 2001; Wang et al., 2002). The exact mechanism by which the DBL-1 pathway regulates body size is not fully understood, but is known to involve the regulated synthesis of cuticular collagen, of which there are over 170 genes (Roberts et al., 2010; Liang et al., 2007; Madaan et al., 2018). A complete understanding of how DBL-1 regulates body size will require the identification of all direct transcriptional targets of the pathway during larval growth.

In addition to body size, the DBL-1 pathway also regulates male tail patterning, mesodermal lineage specification, innate immunity, and lipid metabolism. A transcription factor partner for this pathway, SMA-9, has been identified that plays a role in each of these biological functions (Foehr et al., 2006; Liang et al., 2003). Unlike for the core components of the signaling pathway, however, loss of SMA-9 function can result in a different effect depending on the phenotype, suggesting that this factor can either be an equivalent co-factor, a factor with a more limited role, or an antagonistic factor depending on the specific function (Foehr et al., 2006; Liang et al., 2003; Clark et al., 2018a). SMA-9 is the homolog of *Drosophila* Schnurri*,* which was identified for its roles in Dpp/BMP signaling (Staehling-Hampton et al., 1995; Grieder et al., 1995; Arora et al., 1995). Three vertebrate Schnurri homologs regulate immunity, adipogenesis, and skeletogenesis, acting through both BMP-dependent and BMP-independent mechanisms (Jin et al., 2006; Jones and Glimcher, 2010; Jones et al., 2006; Steinfeld et al., 2016). Schnurri proteins are very large transcription factors with multiple Zn-finger domains. At the *brinker* locus in *Drosophila* and the *Xvent2* locus in Xenopus, binding of an R-Smad and a Co-Smad with a precise 5 bp spacing between binding sites has been shown to recruit Schnurri, which controls the direction of transcriptional regulation (Yao et al., 2006). This model for Smad-Schnurri interaction has not been tested at a genomic scale.

In this study, we use BETA software to combine RNA-seq and ChIP-seq datasets for SMA-3/Smad and SMA-9/Schnurri to identify direct versus indirect target genes of these factors, as well as to identify common versus unique targets (Vora et al., 2022; Wang et al., 2013). Analysis of *sma-3; sma-9* double mutants further extends our understanding of how these factors interact to produce locus-specific effects on target genes. We use GO term analysis and loss-of-function studies that shed light on the downstream effectors for body size regulation, lipid metabolism, and innate immunity. Finally, we use a ROL-6::wrmScarlet reporter for collagen synthesis and secretion to show that SMA-3, SMA-9, and the transcriptional target gene DPY-11 regulate body size growth by promoting the secretion and delivery of collagen into the cuticle.

## Results

### Transcription factors SMA-3 and SMA-9 bind overlapping and distinct genomic sites

Smads and Schnurri are known to bind DNA as a physical complex (Dai et al., 2000; Müller et al., 2003), but a limitation of the previous work is that only a small number of specific target genes were analyzed. We sought to determine the extent to which these factors act together or independently by identifying the binding sites of SMA-3 and SMA-9 on a genome-wide scale. We generated GFP-tagged transgenes for SMA-3 and SMA-9, and then demonstrated that they are functional, as evidenced by their ability to rescue the mutant phenotypes of respective loss-of-function *sma-3* and *sma-9* mutants (Foehr et al., 2006; Clark et al., 2018a). We provided these constructs to the modENCODE/modERN consortium, which then analyzed genome binding via ChIP-seq at the second larval (L2) stage, a developmental stage at which a Smad reporter is highly active, and both SMA-3 and SMA-9 are first observed to affect body size (Kudron et al., 2018; Tian et al., 2010). ChIP sequencing reads identified 4205 peaks for GFP::SMA-3 and 7065 peaks for SMA-9::GFP (Supplementary file 1). Although these data were previously released publicly as part of the modENCODE/modERN consortium (Kudron et al., 2018; Gerstein et al., 2010), our examination here provides the first comprehensive analysis of these datasets.

Because Smads and Schnurri are known to form a complex on DNA, we sought to determine the frequency with which SMA-3 and SMA-9 bind together at a genome-wide scale by analyzing the distances between the centroids of SMA-3 and SMA-9 ChIP-seq peaks. If SMA-3 and SMA-9 bind independently, then we would expect a Gaussian distribution of inter-centroid distances, whereas if they frequently bind in a complex, we should see a non-Gaussian distribution with increased representation of distances less than or equal to the average peak size. This analysis demonstrated an increased representation (approaching 45%) of inter-centroid distances of 100 bp or less (Figure 1a and b), smaller than the average peak size for SMA-3 (400 bp) or SMA-9 (250 bp) (Figure 1c), consistent with the interpretation that SMA-3 and SMA-9 frequently bind as either subunits in a complex or in close vicinity to each other along the DNA. The midpoint of the cumulative probability distribution of inter-centroid distances was 788 bp; by contrast, a randomization of the positions of SMA-3 and SMA-9 ChIP peaks expanded the midpoint of the cumulative probability distribution of inter-centroid distances to 8211 bp (Figure 1a and b). From this analysis, a substantial subset (3101 peaks) of the SMA-3 (73.7%) and SMA-9 (43.9%) peaks overlap (Figure 1d). We, therefore, considered these instances of overlapping peaks to be evidence of SMA-3/SMA-9 association (possibly physical complexes, although this would require a formal biochemical demonstration), whereas adjacent but non-overlapping peaks likely represent an independent binding, leading us to conclude that (1) SMA-3 typically binds together with SMA-9 to DNA sites, and that (2) over half of all SMA-9 sites do not overlap with these SMA-3 occupied sites.

**Figure 1.**
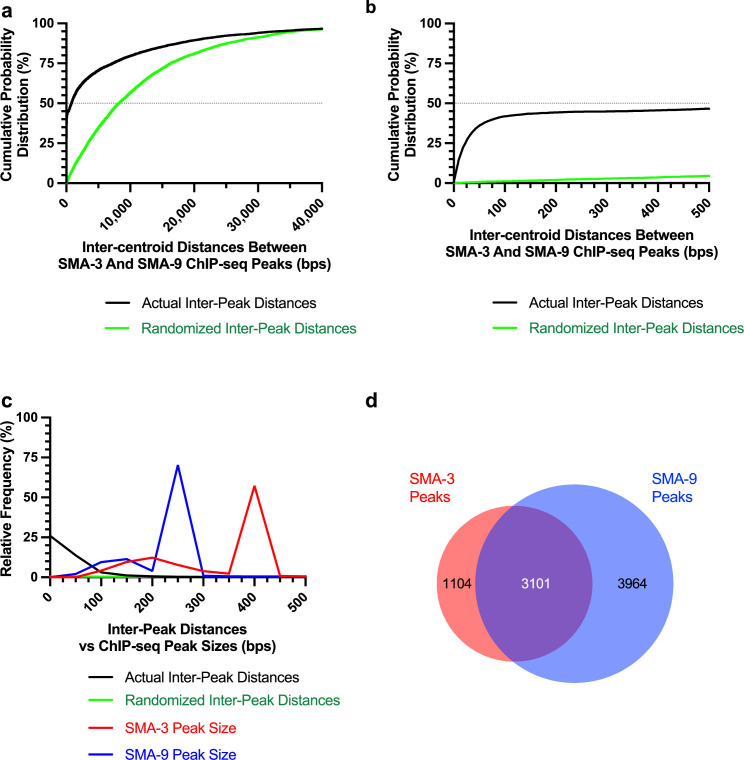
Transcription factors SMA-3 and SMA-9 bind both overlapping and distinct genomic sites. (**a**) Cumulative probability distribution graph of the distances between the centroids (base pair position located centrally within each peak) of nearest neighbor SMA-3 and SMA-9 Chromatin immunoprecipitation sequencing (ChIP-seq) peaks. The black line represents actual inter-peak distances, whereas the green line represents a hypothetical randomized dataset. The horizontal dotted line indicates the point in the curve at which half of the peak pairs fall. (**b**) Same cumulative probability distribution as in (**a**), but focused on distances less than 500 bps. The centroids of nearly half of all SMA-3/SMA-9 neighboring pairs fall within 500 bps of each other. (**c**) Histogram of the interpeak distances (actual data in black, randomized data in green), as well as the ChIP-seq peak widths (SMA-3 in red, SMA-9 in blue). Most peaks are larger in size than most interpeak centroid distances, indicating substantial peak overlap. (**d**) Size-proportional Venn diagram showing the number of SMA-3 and SMA-9 peaks that either overlap with one another or remain independent. Although most SMA-3 peaks overlap with SMA-9 peaks, more than half of SMA-9 peaks are located independently of SMA-3 peaks.

### Identification of direct transcriptional targets of SMA-3 and SMA-9

To determine how these binding sites correlate with changes in gene expression of neighboring genes, we performed RNA-seq on L2 stage samples of *sma-3* and *sma-9* mutants compared with wild-type controls. 

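The RNA-seq data comprised 9 libraries, 3 biologically independent replicates each of wild-type, *sma-3(wk30)* and *sma-9(ok1628)* worms, made from polyA RNA of whole late L2 animals kept at 20 °C. The authors mapped the paired-end reads to the WS245 genome with STAR, which also counted the reads of each gene, and normalized the counts between libraries. For 46875 genes they deposited the log2 of counts scaled to a common normalized library size (CPM), to which a prior averaging 2 reads had been added. With this prior removed, every value came out as a whole number of reads (100% in each library), which gives the number of counted reads behind each value. Among recovered numbers below 200, more were even than odd (57.5% to 62.1% even per library), and the cause was not tested. The depths given here are thus of counted reads, which need not be independent of one another. Wild-type libraries held 69602298 to 73484382 (median 72124205) reads on genes, *sma-3* libraries 58889275 to 82735807 (median 60637724) and *sma-9* libraries 69284675 to 79350040 (median 71661708). At these depths 3 reads of a gene correspond to 0.035 to 0.0503 CPM. The normalization factors contained in the deposited values ranged from 0.924 to 1.08. Replicates of a genotype had Pearson correlations of 0.981 to 0.997 over the log2 values of the tested genes, which are not independent of one another. Counting error alone does not account for the differences within any pair of replicates (chi-square per degree of freedom from 40.6 to 202), which shows only that no library repeats the reads of another. Expression was compared on the log2(CPM + 1) scale, which understates the change of genes with few reads, for the 13105 genes with at least 1 CPM in at least 3 libraries. A linear model with 1 coefficient per genotype was fitted in limma over all libraries, and two-sided p-values were adjusted by the Benjamini-Hochberg method within each pairwise comparison. The mutated genes were examined first. The *sma-3* transcript (WBGene00004857; chromosome III, 6860974 to 6863968 in WBcel235, minus strand) was measured at 26.5, 21.4 and 22.4 CPM in the wild-type replicates and at 12.6, 13.3 and 14.2 CPM in the *sma-3* replicates, a log2 fold change of −0.76 (standard error 0.091, adjusted p = 0.00101). The *sma-9* transcript (WBGene00004862; chromosome X, 10769282 to 10782973, plus strand) was measured at 87.6, 89.4 and 119 CPM in wild-type and at 173, 213 and 219 CPM in the *sma-9* replicates, a log2 fold change of 1.03 (standard error 0.13, adjusted p = 0.00202). Because the transcript of the mutated gene was higher rather than lower there, these are named the libraries labelled *sma-9*, and *sma-9* in a comparison stands for that label.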

Principal component analysis (PCA) demonstrated that all three biologically independent replicates of each genotype clustered together (Figure 2a) and that each genotype is transcriptionally distinct from the others. 

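On log2(CPM + 1) values scaled to unit variance per gene, PC1 carried 30.8% of the variance, PC2 25.7% and PC3 16.6%. The 3 *sma-3* libraries scored from 74.1 to 87.6 on PC1, and the other 6 libraries from −59.01 to −18.04. On PC2, wild-type replicates 1 and 2 scored 67.2 and 76.7, whereas wild-type replicate 3 scored −55.9. Of the libraries labelled *sma-9*, replicate 1 scored 22.9 on PC2 and replicates 2 and 3 scored −78.2 and −75.2, so that wild-type replicate 3 lay nearest to these 2. PC3 parted wild-type (−94.3 to −7.56) from libraries labelled *sma-9* (20.6 to 72.6). The Euclidean distance over all tested genes, without scaling, had a median of 31.7 within genotypes and 55.8 between them, but the largest distance within a genotype (49.03) exceeded the smallest between genotypes (43.1). The nearest library was of the same genotype for 8 of the 9 libraries. The ratio of the spread between genotypes to the spread within them (pseudo-F) was 6.20, the highest of all 280 ways to divide the 9 libraries into 3 groups of 3 (exact permutation test, p = 0.00357, the smallest that these libraries allow). Leaving the genes unscaled moved the PCA most, to 48.01% of the variance on PC1.

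**Figure D1:**
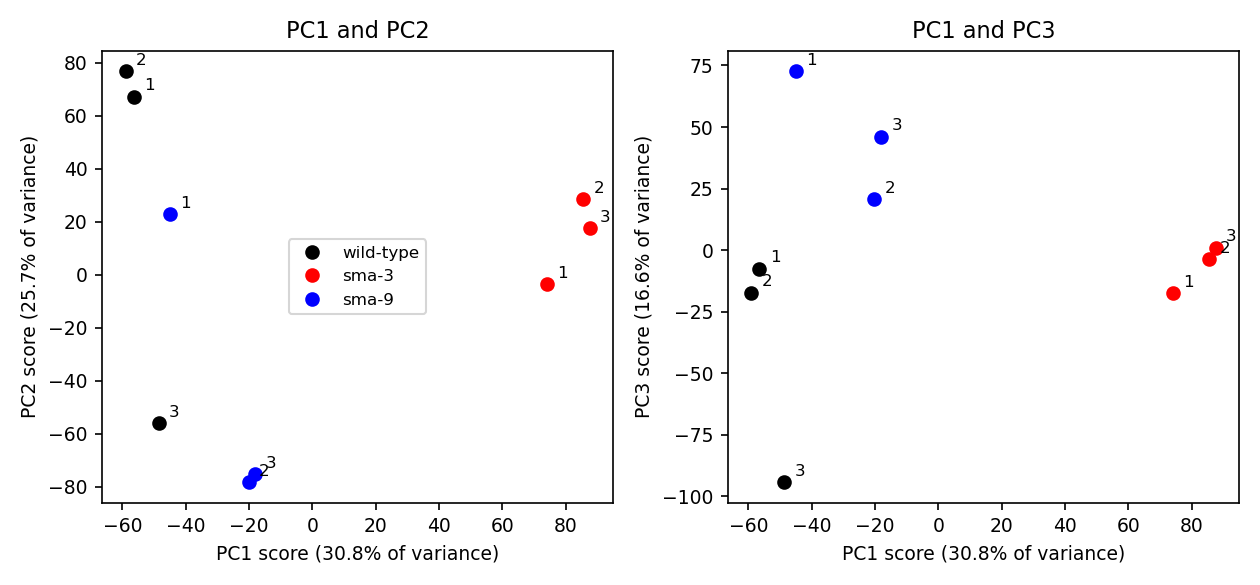
Scores of the 9 RNA-seq libraries on the principal components, without units; each point is one library, colored by genotype and numbered by replicate. The *sma-3* libraries lie at 74.1 or higher on PC1, and wild-type replicate 3 lies at −55.9 on PC2, near *sma-9* replicates 2 and 3.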

Using a false discovery rate (FDR)≤0.05, we identified 1093 differentially expressed genes (DEGs) downregulated and 774 upregulated DEGs in *sma-3* mutants (Figure 2b, Supplementary file 2). 

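Relative to wild-type, 2823 of the tested genes (21.5%) passed an adjusted p of 0.05 in *sma-3* mutants, 1596 downregulated and 1227 upregulated. The 3 mutant values did not overlap the 3 wild-type values for all 1596 downregulated genes and for 1220 of the upregulated genes. Such a separation was seen for 41.4% of all tested genes and is given by chance for 10%. The median log2 fold change was −0.45 among downregulated genes (quartiles −0.34 and −0.68) and 0.65 among upregulated genes (quartiles 0.43 and 1.13). Requiring a change of at least 2-fold as well moved these numbers most, to 151 downregulated and 376 upregulated genes. With each library rescaled to the same total in place of the authors' normalization, 880 genes were downregulated and 1572 upregulated. The downregulated share was then 35.9% in place of 56.5%, while the median log2 fold change of all genes moved from −0.013 to 0.071. The largest decreases were in *T28A11.2* (WBGene00020869; chromosome V, 3280379 to 3281167 in WBcel235), from 64.8 ± 6.92 (SD, n = 3) to 0.501 ± 0.0797 CPM (log2 fold change −5.45, standard error 0.11, adjusted p = 1.35e-08), in *wdfy-3* (WBGene00007752; chromosome IV, 12653401 to 12674769) with a log2 fold change of −5.22 and in *mltn-3* (WBGene00012199; chromosome II, 13916340 to 13919677) with −5.04. *T28A11.2* and *wdfy-3* each lie in a stretch of neighboring tested genes that all had few reads in *sma-3* libraries and many more in the other libraries. The largest increases were in *spp-9* (WBGene00004994; chromosome X, 11487784 to 11488203), from 0.683 ± 0.897 to 18.8 ± 13.9 CPM (log2 fold change 3.47, standard error 0.45, adjusted p = 0.00144), in *asp-12* (WBGene00017678; chromosome V, 8269210 to 8272056) with a log2 fold change of 3.44 and in *mtl-2* (WBGene00003474; chromosome V, 14018270 to 14018673) with 3.37.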

In *sma-9* mutants, we identified 412 downregulated DEGs and 371 upregulated DEGs (Figure 2d, Supplementary file 2). 

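In the libraries labelled *sma-9*, 901 genes (6.88% of those tested) passed the same threshold relative to wild-type, 505 downregulated and 396 upregulated. For every one of them the mutant and the wild-type values did not overlap, which held for 22.2% of all tested genes (10% by chance). The median log2 fold change was −0.56 among downregulated genes (quartiles −0.41 and −0.82) and 0.72 among upregulated genes (quartiles 0.52 and 1.10). Of these genes, 77 fell and 127 rose by at least 2-fold. With equal totals, 261 genes were downregulated and 554 upregulated (32.02% downregulated against 56.05%), and the median log2 fold change of all genes moved from 0.0045 to 0.11. Another division of the same 6 libraries, wild-type replicates 1 and 2 with *sma-9* replicate 1 against wild-type replicate 3 with *sma-9* replicates 2 and 3, gave 1823 genes, more than the division by genotype. The numbers in the library names follow this other division, and the model does not allow for it. All *sma-3* libraries carry higher numbers than any other library, so a grouping by number would coincide with that genotype. The largest decrease was in *fat-7* (WBGene00001399; chromosome V, 7151353 to 7153146 in WBcel235), a Δ9 desaturase gene whose reads the authors' counting could have split with its paralogs, from 91.7 ± 28.2 to 3.12 ± 0.442 CPM (SD, n = 3; log2 fold change −4.45, standard error 0.19, adjusted p = 2.05e-06). It was followed by *srlf-4* (WBGene00007868; chromosome IV, 12923577 to 12924432) with a log2 fold change of −3.66 and *srw-85* (WBGene00005832; chromosome V, 19429387 to 19431136) with −3.65. The largest increase was in *lips-11* (WBGene00020472; chromosome II, 1108841 to 1111001), from 1.48 ± 0.524 to 641 ± 105 CPM (log2 fold change 8.02, standard error 0.25, adjusted p = 3.74e-07). Its neighbors *lips-12* and *lips-13* (WBGene00020474; chromosome II, 1115606 to 1118042) were raised with it, the latter by a log2 fold change of 3.56. *C32H11.4* (WBGene00007867; chromosome IV, 12921264 to 12923296), which lies beside *srlf-4*, had a log2 fold change of 4.96. In the direct comparison of the mutants, 1193 genes were lower and 1122 higher in *sma-3* than in libraries labelled *sma-9*.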

Previously identified target genes, such as *fat-6* and *zip-10* (Liang et al., 2007), were also found in these datasets, confirming the effectiveness of the RNA-seq experiments.

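The stearoyl-CoA desaturase gene *fat-6* (WBGene00001398; chromosome IV, 11913692 to 11915687 in WBcel235) was measured at 562 ± 44.1 CPM (SD, n = 3) in wild-type, 345 ± 14.9 in *sma-3* and 339.6 ± 51.2 in libraries labelled *sma-9*. Its log2 fold change was −0.70 in *sma-3* (standard error 0.11, adjusted p = 0.00295) and −0.73 in the libraries labelled *sma-9* (adjusted p = 0.00445). As a close paralog of *fat-7*, it could have gained or lost reads in the authors' counting. The bZIP transcription factor gene *zip-10* (WBGene00012101; chromosome V, 11650079 to 11650762) was measured at 4.75 ± 1.54 CPM in wild-type, 10.6 ± 2.06 in *sma-3* and at 35.9, 22.7 and 31.4 CPM in *sma-9* replicates 1, 2 and 3. It was higher in both mutants, with a log2 fold change of 1.04 in *sma-3* (standard error 0.24, adjusted p = 0.0151) and 2.44 in libraries labelled *sma-9* (adjusted p = 0.000383), and it was lower in *sma-3* than in libraries labelled *sma-9* (log2 fold change −1.41, adjusted p = 0.00456). Without *sma-3* replicate 2 or 3, *zip-10* no longer passed the threshold in *sma-3*.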

**Figure 2.**
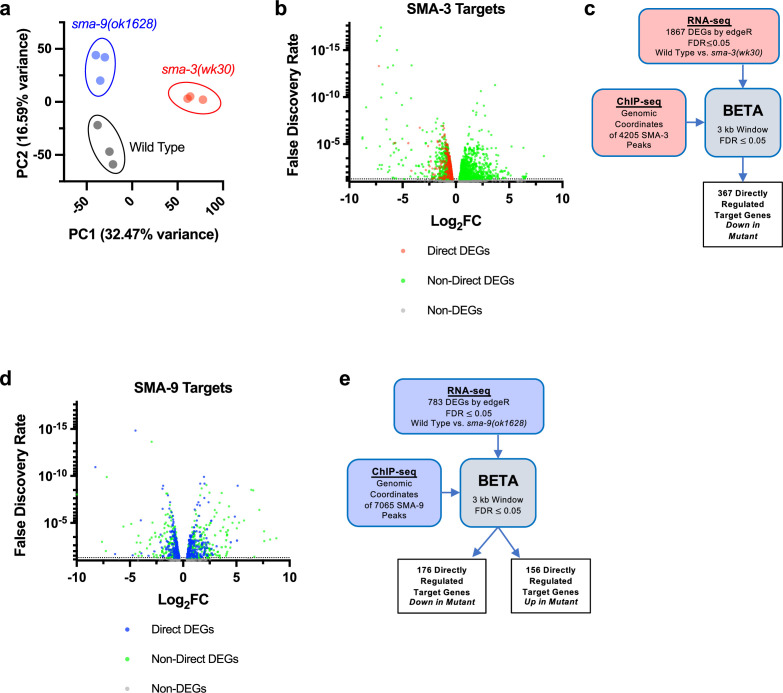
Identification of direct transcriptional targets of SMA-3 and SMA-9. (**a**) Principal component analysis (PCA) over two dimensions (PC1 and PC2) for RNA-seq datasets for wild-type (in black), *sma-3(wk30*) (in red), and *sma-9(ok1628*) (in blue). The percent of variance for each component is indicated. The three biological replicates for each genotype are well clustered. (**b**) Volcano plot of RNA-seq false discovery rate (FDR) values versus log2 fold change (FC) expression for individual genes (squares) in *sma-3* mutants relative to wild-type. The direct targets identified by BETA are indicated with red squares; the negative log2 FC values demonstrate that SMA-3 promotes the expression of these genes. Non-direct target genes nevertheless showing differential expression are indicated with green squares. (**c**) Strategy for integrating SMA-3 Chromatin immunoprecipitation sequencing (ChIP-seq) and mutant RNA-seq data to identify directly regulated targets. (**d**) Volcano plot of RNA-seq FDR values versus log2 fold change expression for individual genes (squares) in *sma-9* mutants relative to wild-type. The direct targets identified by BETA are indicated with blue squares; the combination of positive and negative log2FC values demonstrates that SMA-9 promotes the expression of some of these genes and inhibits the expression of others. Non-direct target genes nevertheless showing differential expression are indicated with green squares. (**e**) Strategy for integrating SMA-9 ChIP-seq and mutant RNA-seq data to identify directly regulated targets.

RNA-seq identifies both direct and indirect transcriptional targets. To identify direct functional targets of each of these transcription factors, we employed BETA software (Figure 2c and e), which infers direct target genes by integrating ChIP-seq and RNA-seq data (Wang et al., 2013). The BETA analysis identified 367 direct targets for SMA-3 and 332 direct targets for SMA-9 (Supplementary file 3). 

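In the *sma-3* libraries *lbp-8*, *col-94*, *col-153*, *fat-6*, *hsp-60*, *sams-1*, *cysl-2* and *nhr-114* were all downregulated at an adjusted p of 0.05, with log2 fold changes from −1.46 for *lbp-8* to −0.41 for *sams-1*. *dpy-17*, *dpy-10*, *dpy-9*, *dpy-2*, *sma-6*, *sma-2*, *acdh-1*, *hsp-3* and *dpy-11* were downregulated as well, and so were *mpc-1*, *gdh-1* and *C54E4.5*. All passed as well when p-values were adjusted over the first 8 genes alone, over the following genes together with *nhr-114*, or over the last 3, which shows no stability because the paper selected these genes from the same data. *ins-37* had too few reads to be tested, at 0.401 ± 0.189 CPM (SD, n = 3) in wild-type and 0.0870 ± 0.0351 in *sma-3*. None of the tested genes changed direction in *sma-3* under the alternatives that gave it a value, but 5 of them lost their call under an alternative. *sams-1* and *gdh-1* did not pass with no filter, equal totals, quantile normalization or the replicate block, nor without wild-type replicate 1 or any one *sma-3* replicate, and the former did not without wild-type replicate 3 and the latter without wild-type replicate 2. *C54E4.5* did not pass with equal totals or without *sma-3* replicate 2 or 3, *col-94* without *sma-3* replicate 2 and *acdh-1* without *sma-3* replicate 3. *dpy-10* (WBGene00001072; chromosome II, 6710149 to 6712227 in WBcel235), which encodes a cuticle collagen, was measured at 365 ± 65.1 CPM in wild-type and 148 ± 34.8 in *sma-3* (log2 fold change −1.31, standard error 0.17, adjusted p = 0.00136). The lipid-binding protein gene *lbp-8* (WBGene00002260; chromosome V, 13890773 to 13891364) was measured at 3.15 ± 0.641 and 0.513 ± 0.257 CPM (standard error 0.15, adjusted p = 0.000625). Binding sites were not used here.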

Every identified direct target of SMA-3 was downregulated in the *sma-3* mutant (Figure 2b), indicating that SMA-3/Smad functions primarily as a transcriptional activator. In contrast, 46% of direct targets of SMA-9 were upregulated and 53% were downregulated in the *sma-9* mutant (Figure 2d, Supplementary file 3). Thus, SMA-9 likely acts as either a transcriptional activator or repressor depending on the genomic context. This conclusion is consistent with our previous analyses of SMA-9 function in vivo and in a heterologous system (Liang et al., 2007).

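In the libraries labelled *sma-9*, *lys-4* and *clec-186* were lower and *zip-10*, *ins-7*, *lon-1* and *sma-3* higher than in wild-type. The lysozyme gene *lys-4* (WBGene00003093; chromosome IV, 11621429 to 11623174 in WBcel235) was measured at 307 ± 45.1 CPM (SD, n = 3) in wild-type and 83.7 ± 6.65 in libraries labelled *sma-9* (log2 fold change −1.85, standard error 0.12, adjusted p = 3.16e-05). The C-type lectin gene *clec-186* (WBGene00014138; chromosome IV, 12866109 to 12869080) went from 47.4 ± 4.39 to 12.26 ± 2.58 CPM (log2 fold change −1.88, standard error 0.13, adjusted p = 4.32e-05). The insulin-like peptide gene *ins-7* (WBGene00002090; chromosome IV, 9682011 to 9682845) rose from 0.250 ± 0.0873 to 1.15 ± 0.192 CPM (log2 fold change 0.78, standard error 0.11, adjusted p = 0.00327). The body size gene *lon-1* (WBGene00003055; chromosome III, 5474476 to 5478005) rose from 104 ± 10.8 to 259 ± 38.3 CPM (log2 fold change 1.30, standard error 0.11, adjusted p = 0.000195). The *sma-3* transcript was measured at 37.4 ± 0.860 CPM there (log2 fold change 0.66, adjusted p = 0.00294). Under the alternatives that gave a value, each of these genes kept its direction and passed the threshold in libraries labelled *sma-9*; *ins-7* had none with a mean of at least 5 CPM. *cyp-13A9* was not analysed here. From the presence of both directions among the direct targets that it derived by joining expression with binding sites, the paper proposes that SMA-9 activates or represses transcription depending on the genomic context.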

### Significant overlap in directly regulated DEGs of SMA-3 and SMA-9

Because SMA-3 and SMA-9 ChIP-seq peaks often overlapped along the DNA, we sought to identify a core subset of DEGs co-regulated by these transcription factors. Rather than relying on individual RNA-seq analyses, in which arbitrary cut-offs for significance may lead to an underestimation of the overlap, we performed Luperchio Overlap Analysis (LOA) on *sma-3* and *sma-9* RNA-seq datasets to identify 882 shared DEGs (Supplementary file 4, Vora et al., 2022; Luperchio et al., 2021). 

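In the values as analysed here, 434 genes passed an adjusted p of 0.05 in both mutants, where 194 would be given by independent sets of the same sizes (odds ratio 3.82, 95% confidence interval 3.32 to 4.39, two-sided Fisher's exact test across genes, p = 8.0e-76). Genes are not independent replicates and both comparisons share the wild-type libraries, so this p-value describes the overlap of the lists only. A change of at least 2-fold in both mutants was met by 51 genes, the alternative that moved this number most. An overlap conditional on the *sma-3* result was computed after the paper's description of LOA. The p-values of *sma-9* were adjusted again, separately for genes that did and did not pass an adjusted p of 0.01 in *sma-3*. Of the 1127 genes that passed in *sma-3*, 241 passed the same threshold in libraries labelled *sma-9*, with 152 downregulated in both, 73 upregulated in both and 16 in opposite directions. At 0.05 in both steps, 680 genes were shared, 414 downregulated in both, 209 upregulated in both and 57 in opposite directions.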

From ChIP-seq data, we identified 3101 peaks that are overlapping between SMA-3 and SMA-9. We used LOA to identify DEGs shared between the pairwise comparison of *sma-3* versus wild-type, and between the pairwise comparison of *sma-9* versus wild-type, using evidence of potential DEGs in one comparison to inform the state of those potential DEGs in the other comparison. Processing common occupancy sites with the common DEGs through BETA software (Figure 3a), we identified 129 co-regulated direct target genes (i.e. target genes showing differential expression in both *sma-3* and *sma-9* mutants versus wild-type, and with overlapping SMA-3 and SMA-9 binding peaks nearby (Supplementary file 5)). These results are consistent with SMA-3 and SMA-9 acting either in a protein complex or working together in close association along the DNA. 

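Among the genes that passed an adjusted p of 0.05 in both mutants, 399 (91.9%) changed in the same direction relative to wild-type, 268 downregulated and 131 upregulated. Another 35 changed in opposite directions, 24 of them lower in *sma-3* and higher in the libraries labelled *sma-9*, and 11 the reverse. Both comparisons share the wild-type libraries, which favors the same direction. Of 100 drawn assignments of the 9 libraries, 4 gave as many genes in the same direction. The highest numbers were 1344 shared genes and 1306 in the same direction. An assignment can keep the true groups with another genotype as the reference, and such assignments were not set apart from those that mix genotypes. The draws therefore do not decide what groups without a common effect would give. Since the wild-type libraries are shared, a high share in the same direction does not by itself show a common effect of the mutants. *C17B7.5* and *C17B7.4*, which were lower in *sma-3* and higher in libraries labelled *sma-9*, lie in a stretch of chromosome V in which all tested genes had few reads in *sma-3*. *lbp-8*, *col-94*, *col-153*, *fat-6*, *hsp-60*, *sams-1*, *cysl-2* and *nhr-114* were all lower in the libraries labelled *sma-9*, with log2 fold changes from −1.40 to −0.31. Of these, 6 passed the threshold over all genes tested, and 8 when adjusted over this list alone. *hsp-60* and *sams-1* did not pass in libraries labelled *sma-9* with equal totals or quantile normalization, nor when only *sma-9* and wild-type were fitted, and *sams-1* also not with no filter or the replicate block. With a library left out, *hsp-60* did not pass there without wild-type replicate 2, nor *sams-1* without wild-type replicate 1 or *sma-9* replicate 3. *cysl-2* (WBGene00010759; chromosome II, 14492874 to 14494451 in WBcel235) had the smallest change, from 134 ± 12.27 CPM (SD, n = 3) in wild-type to 108 ± 15.8 in libraries labelled *sma-9* (standard error 0.13, adjusted p = 0.200), against 68.999 ± 8.68 in *sma-3*, and it was lower in *sma-3* than in libraries labelled *sma-9* (log2 fold change −0.64, adjusted p = 0.0102). The mitochondrial pyruvate carrier gene *mpc-1* (WBGene00011119; chromosome III, 4413457 to 4414748) went from 89.4 ± 9.13 CPM in wild-type to 58.4 ± 1.96 in *sma-3* (log2 fold change −0.60, adjusted p = 0.00445) and 104 ± 12.6 in libraries labelled *sma-9* (log2 fold change 0.21, adjusted p = 0.265). With equal totals, the increase of *mpc-1* in libraries labelled *sma-9* passed the threshold (log2 fold change 0.33). The median of all genes also rose there, from 0.0045 to 0.11, so this call adds nothing beyond the common shift. The difference of *mpc-1* between the mutants was larger than the replicate error (log2 fold change −0.81, adjusted p = 0.00117).

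**Figure D2:**
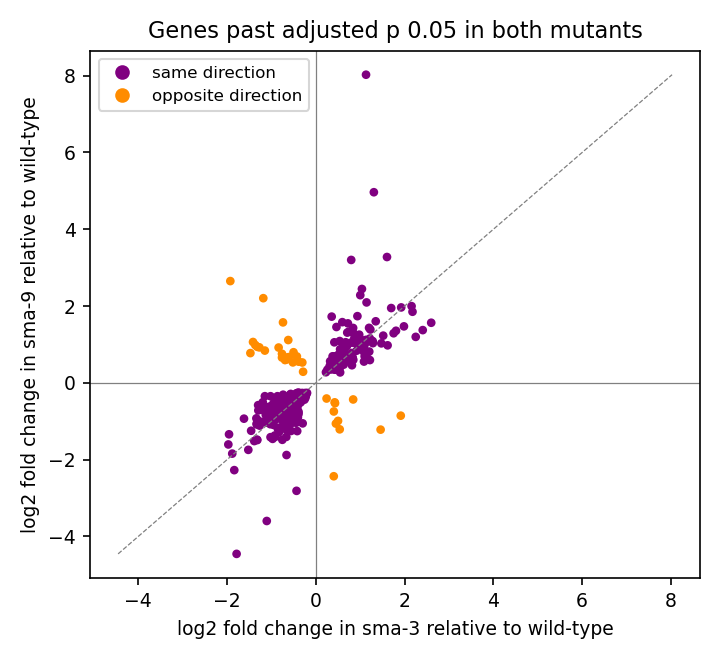
Log2 fold change relative to wild-type in *sma-3* (x axis) and in libraries labelled *sma-9* (y axis) for the genes that passed an adjusted p of 0.05 in both; each point is one gene, with 399 genes changed in the same direction and 35 in opposite directions.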

Most (114) of these 129 co-regulated direct targets are activated by both SMA-3 and SMA-9 (Figure 3b), but 15 of them have reversed regulation in *sma-9* mutants compared with *sma-3* (Figure 3c)*,* suggesting an antagonistic function that we analyze further below. For shared activated targets, the loss of SMA-3 caused a greater fold change than the loss of SMA-9 (Supplementary file 2).

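For the genes downregulated in both mutants, bound or not, the decrease was larger in *sma-3* for 130 (48.5%). The median log2 fold change of this set was −0.55 in *sma-3* and −0.54 in the libraries labelled *sma-9*, and the median of the differences between them was 0.0040. In the direct comparison of the mutants, 38 of these genes differed at an adjusted p of 0.05, 20 with the lower expression in *sma-3* and 18 with the lower expression in libraries labelled *sma-9*. The mean log2 expression of the set lay between 5.51 and 5.54 in the 3 *sma-3* libraries and between 5.45 and 5.52 in the 3 libraries labelled *sma-9*, a difference of 0.027 that is within the spread of replicates (two-sided exact permutation test, p = 0.5, where 3 against 3 libraries allow no p below 0.1). The set holds only genes that passed in both mutants, and fewer genes passed in libraries labelled *sma-9*, so the selection favors large decreases there, and the values of this set do not rank the mutants. The share with the larger decrease in *sma-3* moved most, to 31.5%, without *sma-9* replicate 2, and it was 57.9 to 60.6% without an *sma-3* replicate against 31.5 to 42.2% without an *sma-9* replicate. The 8 tested genes that the paper names in Figure 3b had a median log2 fold change of −0.91 in *sma-3* and −0.64 in the libraries labelled *sma-9*. The median of their log2 fold changes in *sma-3* relative to libraries labelled *sma-9* was −0.15, with 1 gene (*cysl-2*) lower in *sma-3* at an adjusted p of 0.05. Among genes upregulated in both, the increase was larger in *sma-3* for 48 (36.6%).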

**Figure 3.**
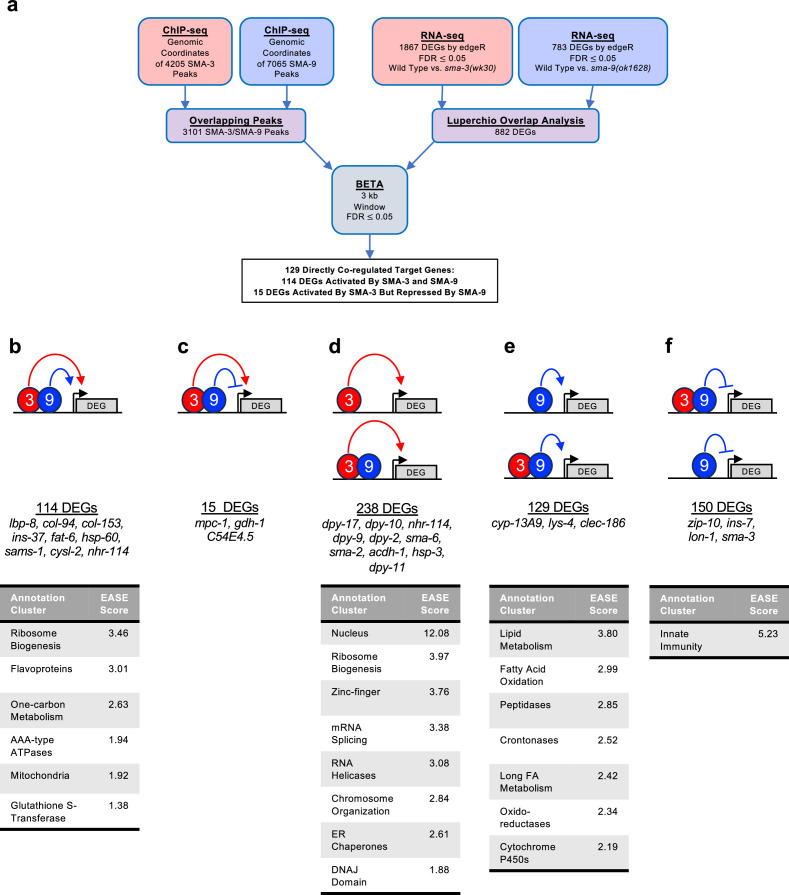
Significant overlap in directly regulated differentially expressed genes (DEGs) of SMA-3 and SMA-9. (**a**) Strategy for integrating SMA-3 and SMA-9 ChIP-seq and mutant RNA-seq data to identify common versus unique directly regulated targets. (**b–f**) Cartoon representations of the different types of direct target genes, their neighboring SMA-3 and/or SMA-9 binding sites, and the effect of those sites on that gene’s expression. The red circle labeled ‘3’ represents SMA-3 binding sites, whereas the blue circle labeled ‘9’ represents SMA-9 binding sites. Arrows represent that the wild-type transcription factor promotes the expression of the neighboring DEG (gray), whereas T-bars indicate that it inhibits the expression of the DEG. Types of regulation include (**b**) SMA-3 alone promoting DEG expression, (**c**) SMA-3 and SMA-9 combined promoting expression, (**d**) SMA-3 and SMA-9 showing antagonistic regulation of expression, (**e**) SMA-9 alone promoting DEG expression, and (**f**) SMA-9 alone inhibiting DEG expression. Example DEGs and tables of annotation clusters for gene ontology terms for those DEGs (via DAVID, with accompanying statistical EASE score) are shown under the cartoon demonstrating each type of regulation.

**Figure 3—figure supplement 1.**
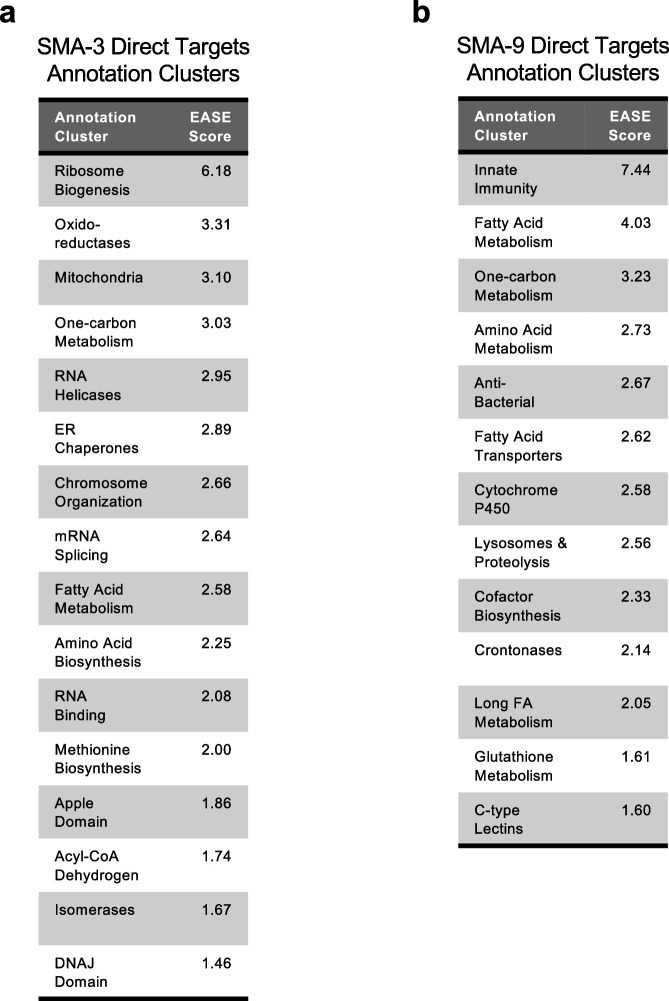
DAVID annotation clusters of gene ontology terms for identified SMA-3 and SMA-9 targets. Tables of annotation clusters for gene ontology terms for direct target differentially expressed genes (DEGs) (via DAVID, with accompanying statistical EASE score) are shown for (**a**) SMA-3 and (**b**) SMA-9.

**Figure 3—figure supplement 2.**
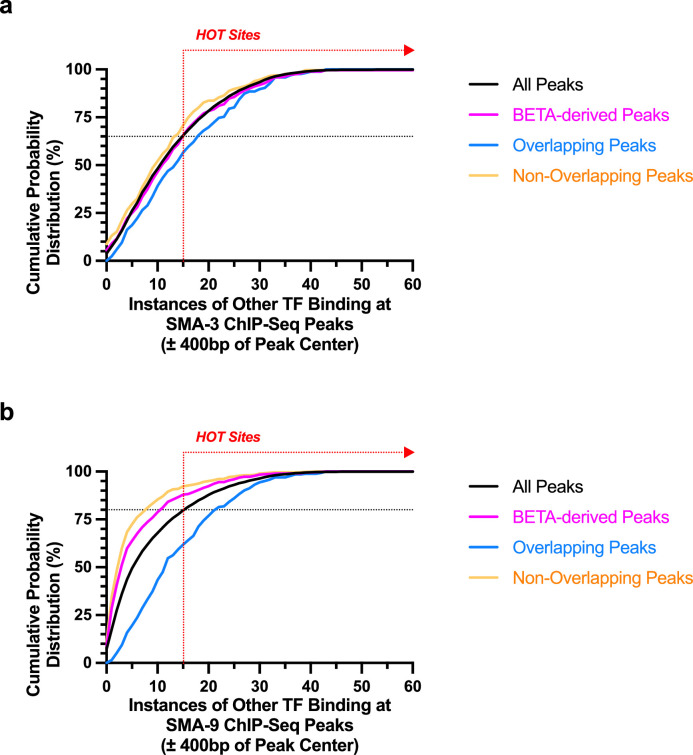
SMA-3 and SMA-9 sites tend not to be at HOT sites. (**a, b**) Cumulative probability distributions measuring the number of (**a**) SMA-3 or (**b**) SMA-9 Chromatin immunoprecipitation sequencing (ChIP-seq) peaks against the number of other transcription factors known from ModENCODE/ModERN analysis to bind to each site’s region of the genome (within 400 bps of each ChIP-seq peak center). The black line indicates all SMA-3 or SMA-9 ChIP-seq peaks, whereas the magenta line indicates functional SMA-3 or SMA-9 ChIP-seq peaks identified by BETA analysis. The cyan line indicates SMA-3 and SMA-9 sites that overlap near co-regulated genes. The orange line indicates SMA-3-exclusive or SMA-9-exclusive sites. The red dotted vertical line with the rightward arrow indicates the minimum cutoff for high occupancy target (HOT) sites, which bind to 15 or more different transcription factors as determined by modENCODE/modERN. The black dotted horizontal line indicates the cumulative probability distribution percentage at which the curve for all ChIP-seq peaks intersects the cutoff for HOT sites (i.e. 15 or more TFs binding within 400 bps).

Our BETA/LOA analysis next allowed us to deduce SMA-3-exclusive and SMA-9-exclusive direct targets (i.e. target genes directly regulated exclusively by one factor or the other, but not both), revealing 238 SMA-3-exclusive direct targets (Figure 3d) and 279 SMA-9-exclusive direct targets (Figure 3e and f). 

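In total, 2389 genes passed the threshold in *sma-3* but not in libraries labelled *sma-9* (1304 downregulated and 1085 upregulated), of which 1243 also differed between the mutants at an adjusted p of 0.05. Of the 10 genes named in Figure 3d, all tested, 2 (*nhr-114* and *acdh-1*) also passed the threshold in the libraries labelled *sma-9*, where log2 fold changes ran from −0.99 to 0.22. The other 8 differed between *sma-3* and *sma-9*, and the counts were the same when adjusted over this list alone. With a library left out, the difference between the mutants did not always pass for *dpy-17* and *hsp-3*, and *dpy-17* passed in libraries labelled *sma-9* without wild-type replicate 3. In the libraries labelled *sma-9*, *dpy-10* was measured at 299 ± 22.9 CPM (SD, n = 3; log2 fold change −0.27, adjusted p = 0.393), and it was lower in *sma-3* than in libraries labelled *sma-9* (log2 fold change −1.04, adjusted p = 0.00398). The type I receptor gene *sma-6* (WBGene00004860; chromosome II, 6324484 to 6327355 in WBcel235) was measured at 39.9 ± 4.07 CPM in wild-type, 23.002 ± 0.530 in *sma-3* and 46.7 ± 4.49 in libraries labelled *sma-9* (*sma-3* relative to libraries labelled *sma-9*, log2 fold change −0.99, standard error 0.095, adjusted p = 0.000240). The acyl-CoA dehydrogenase gene *acdh-1* (WBGene00016943; chromosome I, 6497436 to 6499560) was measured at 3366 ± 562 CPM in wild-type, 2048 ± 231 in *sma-3* and 2052 ± 244 in libraries labelled *sma-9*. Its log2 fold change was −0.71 in *sma-3* (adjusted p = 0.0121) and −0.71 in libraries labelled *sma-9* (adjusted p = 0.0240), with no difference between them beyond the replicate error (log2 fold change −0.0023, adjusted p = 0.994). It no longer passed in libraries labelled *sma-9* without the filter on low values, when only those libraries and wild-type were fitted, or without wild-type replicate 1 or 2 or *sma-9* replicate 2 or 3.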

About half (129) of the 279 SMA-9-exclusive direct targets are activated by SMA-9 (Figure 3e), whereas the other half (150) appear to be inhibited by SMA-9 (Figure 3f). 

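In the libraries labelled *sma-9* but not in *sma-3*, 467 genes passed the threshold, 226 downregulated and 241 upregulated, of which 325 differed between the mutants at an adjusted p of 0.05. In *sma-3* libraries *lys-4* was measured at 255 ± 27.8 CPM (SD, n = 3), a log2 fold change of −0.26 relative to wild-type (standard error 0.12, adjusted p = 0.158), and it was higher than in libraries labelled *sma-9* (log2 fold change 1.59, adjusted p = 5.34e-05). *clec-186* was measured at 29.5 ± 1.06 CPM there and passed the threshold (log2 fold change −0.66, adjusted p = 0.00778), with a higher expression than in libraries labelled *sma-9* (1.22, adjusted p = 0.000406). *ins-7* was higher in *sma-3* than in wild-type, at 0.945 ± 0.110 CPM (log2 fold change 0.64, adjusted p = 0.00453), and did not differ from libraries labelled *sma-9* beyond the replicate error (−0.14, adjusted p = 0.424). *lon-1* was higher in *sma-3* as well, at 186.4 ± 5.84 CPM (log2 fold change 0.84, adjusted p = 0.00146), but lower than in libraries labelled *sma-9* (−0.46, adjusted p = 0.0210, or up to 0.0822 with a library left out).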

Surprisingly, many of these target genes contained overlapping SMA-3 and SMA-9 binding peaks (Figure 3b, e and f), although a loss of one of the two factors did not result in changes in gene expression, perhaps suggesting that the presence of the other factor at these targets was sufficient to regulate gene expression to physiological levels. Interpretation is further complicated for target genes surrounded by a mixture of distinct and overlapping SMA-3 and SMA-9 peaks. Nevertheless, our results suggest that (1) SMA-3 and SMA-9 can act independently of one another, (2) they usually (although not always) act as transcriptional activators of shared target genes when they co-occupy the same sites along the DNA, and (3) SMA-9 without SMA-3 can act as either a transcriptional activator or repressor of its own SMA-3-independent targets.

The large number of total SMA-3 and SMA-9 ChIP-seq peaks yet the small number of functional peaks identified by BETA was surprising. The ModENCODE/ModERN consortium previously demonstrated the existence of High Occupancy Target (HOT) sites where ChIP-seq association with 15 or more transcription factors occurs, perhaps due to ‘sticky’ regions of the genome leading to false signals (Kudron et al., 2018). We surveyed the binding sites of transcription factors within the ModERN database for overlap with either SMA-3 or SMA-9 sites (Figure 3—figure supplement 2). Less than 25% of all the numerous SMA-3 or SMA-9 sites were associated with HOT sites. Restricting our analysis to just functional SMA-9 sites identified by BETA reduced HOT site association down to 15%, although a similar effect was not observed for functional SMA-3 sites identified by BETA. SMA-9-exclusive sites showed even lower HOT site association, whereas 40% of SMA-9 sites overlapping with SMA-3 sites (i.e. co-regulated) were associated with HOT sites. These results suggest that the large number of total SMA-3 and SMA-9 sites is not explained by binding to HOT sites, although there might be some affinity for SMA-3/SMA-9 co-regulated genes to be near HOT sites.

### Integration of SMA-3 and SMA-9 function

SMA-3 and SMA-9 both regulate body size, and a loss of function mutation in either gene results in a small body size phenotype (Savage et al., 1996; Foehr et al., 2006; Liang et al., 2003). We used double mutant analysis to determine whether SMA-3 and SMA-9 regulate body size independently or together. For two gene products that act together in the same pathway, we expect the double mutants to resemble one of the single mutants. If they function independently, then we expect the double mutant to be more severe than the single mutants (i.e. additive phenotypes). We constructed a *sma-3; sma-9* double mutant and measured its body length at the L4 stage in comparison with a wild-type control, *sma-3* mutants, and *sma-9* mutants. Contrary to expectations, the double mutant was neither the same as nor more severe than the single mutants; instead, it showed an intermediate phenotype (Figure 4a). This result suggests that SMA-9 may act as both a positive and negative regulator of body size, indicating some antagonistic activity towards SMA-3. One mechanism for this antagonism could be the repression of SMA-3 target genes by SMA-9. Alternatively, SMA-9-exclusive target genes could negatively regulate body size. There is precedent for a BMP pathway component to have dual, opposite roles in body size regulation (DeGroot et al., 2023).

**Figure 4.**
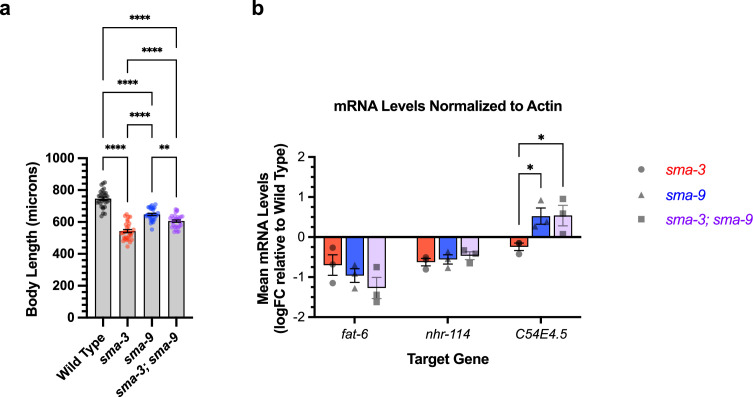
Genetic interactions between SMA-3 and SMA-9. (**a**) Mean body length of L4 animals (measured head to tail in microns). Dots indicate the size of individual animals. ****p<0.0001, **p<0.01 One-way ANOVA with Tukey’s multiple comparison test. (**b**) Mean mRNA levels for the indicated target gene (x-axis) for the indicated genotypes (*sma-3*, *sma-9*, or the double mutant combination) relative to the level in the wild-type. Expression values are in log2 fold change (FC). Individual genotype mRNA levels for each gene were first normalized to actin mRNA levels in that genotype. *p<0.05 Two-way ANOVA with Tukey’s multiple comparison test. Data was analyzed from three biological replicates.

**Figure 4—figure supplement 1.**
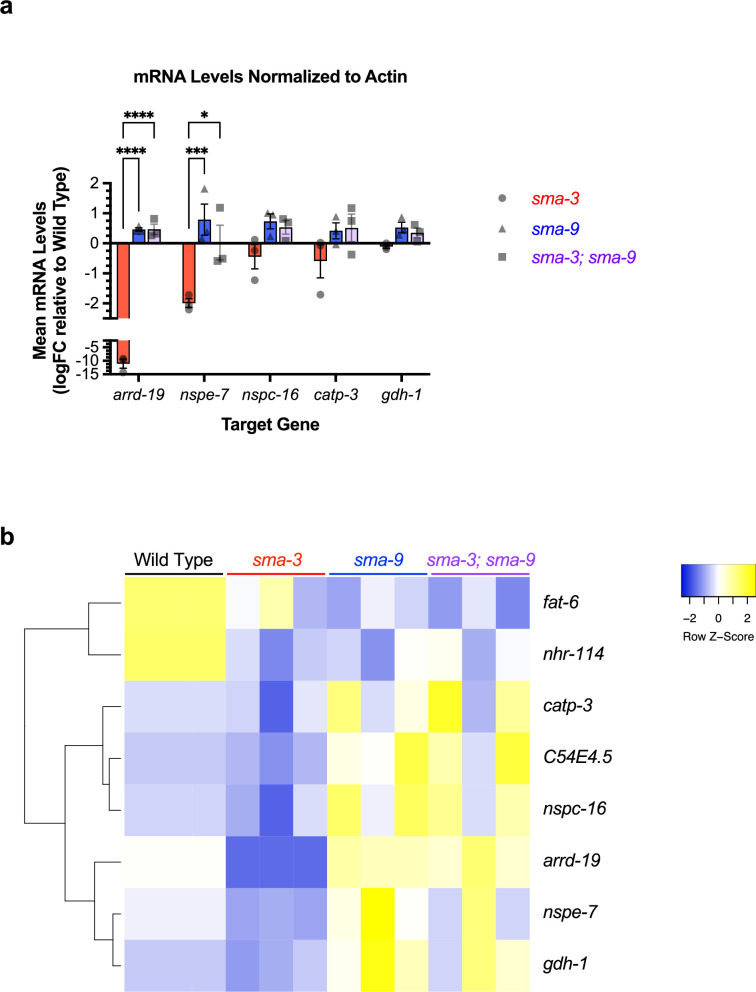
Genes antagonistically regulated by SMA-3 and SMA-9. (**a**) Mean mRNA levels for the indicated target gene (x-axis) for the indicated genotypes (*sma-3*, *sma-9*, or the double mutant combination) relative to the level in wild-type. Expression values are in log2 fold change (FC). Individual genotype mRNA levels for each gene were first normalized to actin mRNA levels in that genotype. ****p<0.0001, ***p<0.001, *p<0.05 Two-way ANOVA with Tukey’s multiple comparison test. Data was analyzed from three biological replicates. (**b**) Heat map showing hierarchical clustering of individual target gene expression (rows) in three replicates for each indicated genotype (columns). Z-scores are color-coded (yellow for elevated, cyan for repressed) and reflect the expression relative to the average across each row.

We hypothesized that the interaction between SMA-3 and SMA-9 may be context-dependent, with different target genes showing independent, coordinated, or antagonistic interactions between the transcription factors. We tested this hypothesis by performing qRT-PCR on select target genes in wild-type, *sma-3* mutants, *sma-9* mutants, and *sma-3; sma-9* double mutants at the L2 stage. We first considered three target genes: *fat-6*, which has overlapping SMA-3 and SMA-9 peaks and is downregulated in both *sma-3* and *sma-9* mutants; *nhr-114*, which has both overlapping and distinct non-overlapping SMA-3 and SMA-9 peaks and is downregulated in both *sma-3* and *sma-9* mutants; and *C54E4.5*, which has overlapping SMA-3 and SMA-9 peaks yet shows the opposite direction of regulation in *sma-3* versus *sma-9* mutants. 

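In the RNA-seq libraries, *fat-6* did not differ between *sma-3* and *sma-9* beyond the replicate error (log2 fold change 0.031, standard error 0.11, adjusted p = 0.878). The nuclear hormone receptor gene *nhr-114* (WBGene00003704; chromosome V, 4187202 to 4190008 in WBcel235) was measured at 313 ± 4.59 CPM (SD, n = 3) in wild-type, 127 ± 10.6 in *sma-3* and 159.9 ± 34.7 in libraries labelled *sma-9*. Its log2 fold change was −1.29 in *sma-3* (standard error 0.13, adjusted p = 0.000568) and −0.99 in the libraries labelled *sma-9* (adjusted p = 0.00267), and the difference between the mutants was within the replicate error (log2 fold change −0.31, adjusted p = 0.145). With each library left out in turn, the change of *nhr-114* stayed between −1.35 and −1.23 in *sma-3* and between −1.16 and −0.88 in libraries labelled *sma-9*.

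**Figure D3:**
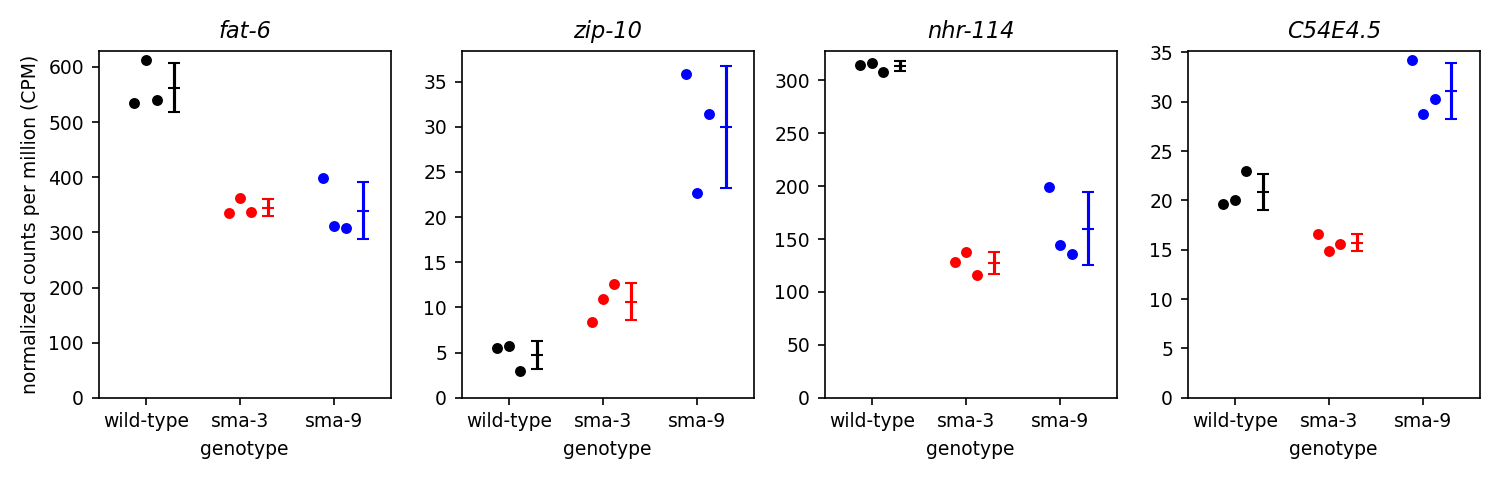
Normalized CPM of *fat-6*, *zip-10*, *nhr-114* and *C54E4.5* in each RNA-seq library, by genotype; points are the 3 replicates, and bars show the mean and SD. All replicates of both mutants lie below wild-type for *fat-6* and *nhr-114*, whereas for *C54E4.5* the *sma-3* replicates lie below wild-type and the *sma-9* replicates above it.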

For two of the tested target genes, *fat-6* and *nhr-114,* there was no significant difference in expression levels between the single and double mutants (Figure 4b), consistent with the transcription factors acting together. 

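*C54E4.5* (WBGene00016920; chromosome IV, 2146672 to 2149297 in WBcel235, minus strand) was measured at 20.9 ± 1.81 CPM (SD, n = 3) in wild-type libraries, 15.7 ± 0.847 in *sma-3* and 31.1 ± 2.82 in the libraries labelled *sma-9*. The log2 fold change relative to wild-type was −0.39 for *sma-3* (standard error 0.094, adjusted p = 0.0192) and 0.55 for *sma-9* (standard error 0.094, adjusted p = 0.00846), and the log2 fold change of *sma-3* relative to libraries labelled *sma-9* was −0.94 (adjusted p = 0.000292). With each library left out in turn, the first of these values ranged from −0.43 to −0.32 and the next from 0.48 to 0.62. The decrease in *sma-3* did not pass the threshold with equal totals (log2 fold change −0.30), nor without *sma-3* replicate 2 or 3.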

The third target gene, *C54E4.5*, was selected because it is a co-regulated direct target yet the RNA-seq data shows changes in its expression in opposite directions in *sma-3* versus *sma-9* mutants, downregulated in *sma-3* yet upregulated in *sma-9* relative to wild-type. In the double mutant, *C54E4.5* is upregulated and indistinguishable from the expression in *sma-9* single mutants (Figure 4b). Thus, for this target gene, the *sma-9* loss-of-function phenotype is epistatic to that of *sma-3*, indicating that SMA-9 is required for SMA-3 to regulate its expression.

We wanted to know whether this interaction occurred more generally, so we analyzed an additional five target genes that are regulated in opposite directions by SMA-3 and SMA-9: *arrd-19*, *nspe-7, nspc-16, catp-3,* and *gdh-1* (Figure 4—figure supplement 1). 

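In the RNA-seq libraries all 5 genes were lower in *sma-3* than in wild-type and lower in *sma-3* than in libraries labelled *sma-9* at an adjusted p of 0.05. All 5 had a positive log2 fold change in the libraries labelled *sma-9*, of which 1 (*nspe-7*) passed the threshold over all genes and 4 when adjusted over this list alone, which was chosen by the paper on the same data. The arrestin domain gene *arrd-19* (WBGene00018061; chromosome V, 3313244 to 3315516 in WBcel235, minus strand) went from 19.4 ± 4.73 CPM (SD, n = 3) in wild-type to 0.128 ± 0.0208 in *sma-3* (log2 fold change −4.15, standard error 0.16, adjusted p = 5.15e-07) and was 24.4 ± 3.27 in libraries labelled *sma-9* (log2 fold change 0.33, adjusted p = 0.257). It is one of 13 neighboring tested genes, 7 on the plus and 6 on the minus strand, from *fbxa-64* to *C17B7.4* (chromosome V, 3276956 to 3340089, 63.1 kb). Each of them had at most 5.35% of its wild-type mean in *sma-3* (median 1.39%) and at least 79.2% of it in libraries labelled *sma-9*. The limits of this stretch were chosen after its values were seen. The tested genes on either side, *T28A11.17* and *C17B7.10*, were measured at 0.904 and 0.444 CPM in wild-type and at 1.14 and 0.610 CPM in *sma-3*, and *fbxa-65* beyond the latter at 17.9 and 14.5 CPM. *nspe-7* (WBGene00012593; chromosome II, 12627187 to 12627570), a short gene of a family of similar copies between which reads could have been split, was measured at 1.40 ± 0.304, 0.555 ± 0.101 and 4.22 ± 0.840 CPM in wild-type, *sma-3* and *sma-9* (log2 fold changes −0.62, adjusted p = 0.0156, and 1.11, adjusted p = 0.00204). *nspc-16* (WBGene00008357; chromosome X, 14523575 to 14524021), of another such family, was measured at 8.51 ± 1.22, 4.81 ± 1.18 and 13.4 ± 1.79 CPM (−0.72, adjusted p = 0.0166, and 0.60, adjusted p = 0.0719). The P-type ATPase gene *catp-3* (WBGene00015660; chromosome V, 8076012 to 8079916) was measured at 37.4 ± 18.1, 9.12 ± 0.746 and 72.7 ± 10.8 CPM (−1.81, adjusted p = 0.00394, and 1.05, adjusted p = 0.0760). The glutamate dehydrogenase gene *gdh-1* (WBGene00014095; chromosome IV, 11953249 to 11955541) was measured at 2099 ± 99.8, 1604 ± 62.5 and 2719 ± 313 CPM (−0.39, adjusted p = 0.0341, and 0.37, adjusted p = 0.0842). With equal totals, *nspc-16*, *catp-3* and *gdh-1* passed the threshold in libraries labelled *sma-9* (log2 fold changes 0.71, 1.17 and 0.49), whereas *gdh-1* did not pass in *sma-3*. The median of all genes also rose in libraries labelled *sma-9*, from 0.0045 to 0.11, so these calls add nothing beyond the common shift. The decrease of *nspe-7* in *sma-3* did not pass with a pseudocount of 5 CPM or without *sma-3* replicate 1 or 3, and that of *nspc-16* not without wild-type replicate 2. In libraries labelled *sma-9*, *arrd-19* and *catp-3* passed without wild-type replicate 3, *catp-3* without wild-type replicate 1, *nspc-16* without *sma-3* replicate 1 or with a pseudocount of 5 CPM and *gdh-1* with quantile normalization.

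**Figure D4:**
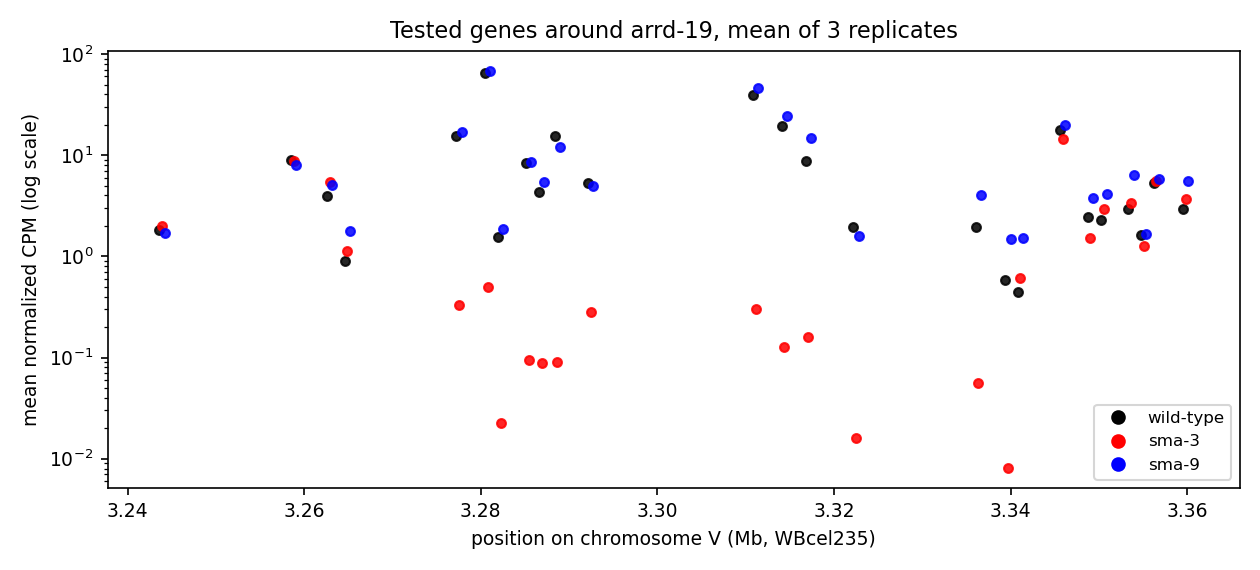
Mean normalized CPM of 3 replicates (log axis) of the tested genes around *arrd-19*, by their position on chromosome V of WBcel235; each point is one gene in one genotype. Between 3276956 and 3340089 the *sma-3* points lie at 5.35% of wild-type or lower.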

For each of these five genes, the direction of regulation was confirmed by RT-PCR, although only two of them reached statistical significance. Furthermore, for all five genes, as for *C54E4.5*, expression in the *sma-3; sma-9* double mutant was not significantly different from that in the *sma-9* single mutant. Thus, for multiple target genes in which SMA-9 represses expression, the *sma-9* loss-of-function phenotype is epistatic to that of *sma-3,* indicating that SMA-3 fails to regulate the expression of these genes in the absence of SMA-9.

### Biological functions of SMA-3 and SMA-9 target genes

Gene Ontology analysis showed that direct target genes of SMA-3 and SMA-9 shared some annotation clusters, including for fatty acid metabolism, collagens, and one-carbon metabolism (Figure 3b, Figure 3—figure supplement 1), but also showed that each regulated its own annotation clusters. 

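Gene families named by the prefix of the gene name were tested as sets in the *sma-3* libraries with camera, a competitive test in limma that assumed a correlation of 0.01 between genes, with p-values adjusted over 16 tests of families in both mutants. The 59 tested genes of the chaperone classes *hsp*, *dnj*, *cct*, *pdi*, *crt-1* and *cnx-1* had a median log2 fold change of −0.23, a direction kept with equal totals and quantile normalization (adjusted p = 4.14e-06), with 48 of them lower, 22 downregulated and 1 upregulated by limma. With the correlation between genes estimated from the data, the alternative that moved this result most, the family did not pass the threshold (adjusted p = 0.615). The ER chaperone gene *hsp-3* (WBGene00002007; chromosome X, 6089028 to 6092124 in WBcel235) was measured at 2299 ± 87.1 CPM (SD, n = 3) in wild-type, 1537 ± 79.4 in *sma-3* and 2033 ± 269 in libraries labelled *sma-9*, and it was lower in *sma-3* than in libraries labelled *sma-9* (log2 fold change −0.40, adjusted p = 0.0415), though not with every library left out in turn (adjusted p up to 0.150). The 80 tested genes of cytosolic ribosomal proteins had a median of −0.050 in *sma-3*, or 0.042 with equal totals, where the median of all genes was 0.071, and 0.0017 with quantile normalization (adjusted p = 0.556). Without wild-type replicate 3 this family passed (−0.20), and without wild-type replicate 1 or 2 its median was above 0. Nuclear hormone receptor genes (192 tested) had a median of 0.12, with the same sign under both other scalings (adjusted p = 0.00160), and 60 of them were lower, 8 downregulated and 30 upregulated. No camera test compared the mutants with each other. Their medians lay 0.80 apart for lysozymes, 0.69 for cuticle collagens, 0.17 for chaperones and 0.13 for C-type lectins. Any other division of these libraries gave at most 0.34, 0.56, 0.12 and 0.10, a comparison that allows no p below 0.1. For cytochrome P450s, histones, nuclear hormone receptors and cytosolic ribosomal proteins, another division gave a larger value. Ribosome biogenesis factors and mitochondrial proteins were not analysed here as sets.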

SMA-3-exclusive direct targets were enriched for ribosome biogenesis factors, mitochondrial proteins, and ER chaperones (Figure 3d). 

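The 54 tested cytochrome P450 genes (*cyp*) had a median log2 fold change of −0.060 in the libraries labelled *sma-9*, or 0.057 with equal totals, where the median of all genes was 0.11, and −0.14 with quantile normalization (camera, adjusted p = 0.185), with 7 downregulated and 1 upregulated. The 94 tested C-type lectin genes (*clec*), named for innate immunity, had a median of −0.082, which became −0.00020 with equal totals and −0.11 with quantile normalization (adjusted p = 0.185), with 20 downregulated and 12 upregulated. Both families passed the threshold, as lower than the other genes, under either of these scalings and without *sma-9* replicate 2. The 12 tested lysozyme genes (*lys* and *ilys*) had a median of −0.32 in libraries labelled *sma-9*, with the same sign under both other scalings (adjusted p = 0.00922), and 9 of them were lower, 3 downregulated and 1 upregulated. In *sma-3* the lysozyme median was 0.30, again with the same sign under both other scalings (adjusted p = 0.00797). With a library left out, this median ranged from 0.15 (without wild-type replicate 3) to 0.41 (without wild-type replicate 1). Neither lysozyme result passed the threshold among genes with a mean of at least 5 CPM, and the decrease did not pass without wild-type replicate 1. Cytochrome P450 genes in *sma-3* had a median of −0.12 (adjusted p = 0.228), or −0.026 with equal totals, where the family passed. These sets take in every tested member of a family and not direct targets alone.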

Direct targets that were positively yet exclusively regulated by SMA-9 were enriched for genes involved in oxidation-reduction reactions and cytochrome P450s (Figure 3e), whereas direct targets that were negatively yet exclusively regulated by SMA-9 were enriched for innate immunity factors (Figure 3f).

Using a candidate gene approach, we previously identified several cuticle collagen genes that mediate the regulation of body size downstream of BMP signaling (Madaan et al., 2018). Here, we sought to validate and extend this analysis in an unbiased manner by screening target genes for a function in body size regulation. We selected 45 genes to analyze for a role in body size, selecting candidate genes so as to ensure a broad representation of the different types of regulation (e.g. co-regulated direct targets versus SMA-3 and SMA-9 exclusive direct targets), gene ontology (e.g. collagens, ER chaperones, lipid metabolism), and RNAi clone or mutant availability. For nine genes for which mutants were available, we measured body length at the L4 stage (Figure 5, Figure 5—figure supplement 1). We also measured *sma-3* and *sma-9* mutants as controls, finding them to be smaller, as expected. As we previously showed, *fat-6* and *fat-7* mutants were not significantly different from wild-type in body size (Clark and Savage-Dunn, 2018b). Of the remaining six genes for which mutants were available, only *ins-7* showed significantly reduced body size with a statistical effect size (Glass’ effect size: the difference between the mean of the mutant and the mean for wild-type, divided by the standard deviation of wild-type) greater than one. To test the functions of genes for which mutants were not available, we used RNAi depletion in the *rrf-3* mutant (Figure 5—figure supplement 1). RRF-3 encodes an RNA-dependent RNA polymerase, and *rrf-3* mutants are often used in screens and phenotypic analyses because of their RNAi hypersensitivity (Simmer et al., 2002). RNAi depletion of controls *sma-3* and *sma-9* reduced the body length as expected. We chose 37 target genes to analyze, representing a variety of molecular functions and including SMA-3-exclusive and SMA-9-exclusive in addition to co-regulated genes (Figure 5).

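Of these 37 genes, 36 were tested for expression in the RNA-seq libraries, and *hsp-12.3*, at 1.06 ± 0.629 CPM (SD, n = 3) in wild-type and 0.364 ± 0.0634 in *sma-3*, had too few reads. At an adjusted p of 0.05, 18 genes passed relative to wild-type in both mutants, 16 in *sma-3* alone, 1 (*clec-1*) in libraries labelled *sma-9* alone and 1 (*ifb-1*) in neither. In *sma-3*, 33 were downregulated and 1 (*zip-10*) upregulated. Of the same genes, 16 were downregulated in the libraries labelled *sma-9* and 3 (*zip-10*, *C54E4.5* and *clec-1*) upregulated. Adjusted over this list alone, 35 passed in *sma-3* and 25 in libraries labelled *sma-9*. The direct comparison of the mutants passed the threshold for 10 of them. With equal totals *sams-1*, *C54E4.5*, *his-32*, *imb-3*, *dre-1*, *fah-1*, *C48E7.1* and *hsp-6* did not pass in *sma-3*. Counted over all alternatives, 16 genes lost their call in *sma-3* and 11 in libraries labelled *sma-9* under at least one, and 4 newly passed in libraries labelled *sma-9*. The largest decrease in *sma-3* was that of *C52D10.3* (WBGene00016877; chromosome IV, 17176477 to 17189805 in WBcel235), from 118 ± 8.93 to 53.4 ± 6.70 CPM (log2 fold change −1.13, standard error 0.12, adjusted p = 0.000625). The methionine synthase reductase gene *mtrr-1* (WBGene00006510; chromosome II, 9285975 to 9289132) was measured at 339 ± 6.02 CPM in wild-type, 215 ± 21.1 in *sma-3* and 146 ± 7.41 in libraries labelled *sma-9*, and was higher in *sma-3* than in libraries labelled *sma-9* (log2 fold change 0.56, standard error 0.082, adjusted p = 0.00251). *clec-1* (WBGene00017772; chromosome V, 5700154 to 5701080) was measured at 91.7 ± 12.6, 96.4 ± 4.75 and 131 ± 19.002 CPM in the same order (log2 fold change 0.52 in libraries labelled *sma-9*, adjusted p = 0.0344, and −0.43 in *sma-3* relative to libraries labelled *sma-9*, adjusted p = 0.0375, or up to 0.129 with a library left out). It did not pass in libraries labelled *sma-9* without a filter on low values or when only the genotypes compared were fitted, nor with most of the libraries left out in turn. *lmp-1* passed narrowly in libraries labelled *sma-9* (adjusted p = 0.0495) and not under most alternatives, a pseudocount of 0.1 CPM among them.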

**Figure 5.**
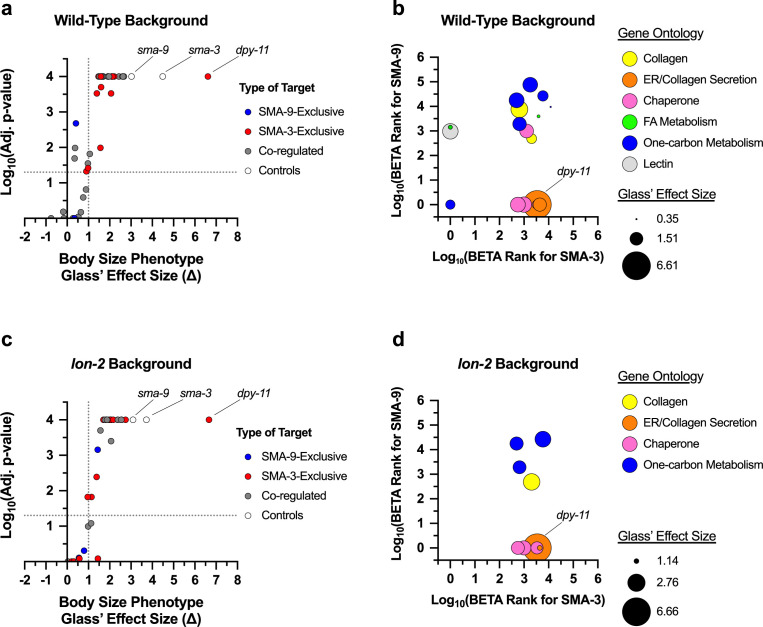
Multiple SMA-3 and SMA-9 target genes regulate body size. (**a,c**) The adjusted p-value (plotted as -log_10_) for mean body size for genes either knocked down by RNAi or mutation compared to control (empty vector and wild-type, respectively) is shown for individual genes giving the indicated Glass’ effect size Δ for body size when knocked down. Larger Glass’ effect values indicate smaller bodies compared to the control. Genes regulated by SMA-9 exclusively, SMA-3 exclusively, or by both factors are indicated by blue, red, and gray circles, respectively. The horizontal dotted line indicates a p-value cutoff of 0.05. The vertical dotted line indicates an effect size cutoff of 1. The *sma-3* and *sma-9* controls are indicated by empty circles. (**b,d**) The BETA rank values for SMA-3 or SMA-9 (plotted as -log_10_ and acting as measures of Chromatin immunoprecipitation sequencing (ChIP-seq)/RNA-seq correlation demonstrating the direct target nature of those factors) are shown as circles for individual genes. Each circle gives the Glass’ effect size for body size (indicated by the area of each circle – larger circles indicate greater decreases in body size when the indicated gene is knocked down or mutated) and gene ontology group (indicated by circle color). Two genetic backgrounds are shown: (**a, b**) wild-type and (**c, d**) *lon-2*. The circle for *dpy-11* is highlighted.

**Figure 5—figure supplement 1.**
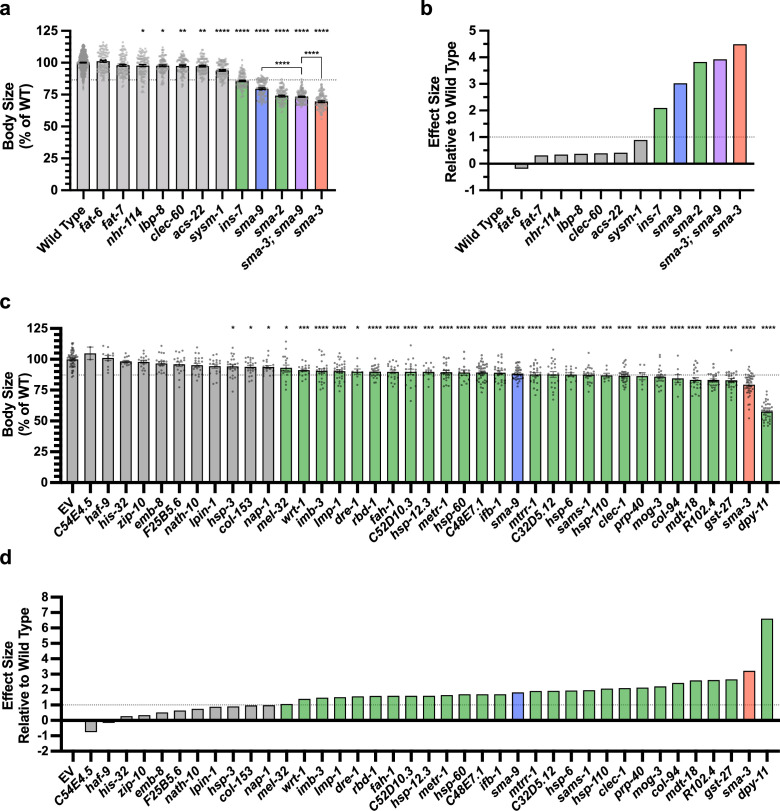
Target genes required for exaggerated growth. (**a**) Mean body length of L4 animals (normalized to wild-type) for the indicated mutants. Dots indicate the size of individual animals. Asterisks above each column indicate one-way ANOVA with Dunnett’s multiple comparison test against wild-type (****p<0.0001, ***p<0.001, **p<0.01, *p<0.05). Asterisks over pairwise comparison bars indicate one-way ANOVA with Sídák’s multiple comparison test. The dotted line indicates the size value falling two standard deviations below the mean of the wild-type. (**b**) Glass’ effect size (the difference between the mean of the mutant and the mean for the wild-type, divided by the standard deviation of wild-type) for the indicated mutants. The dotted line indicates an effect size of one. (**c, d**) Mean body size and Glass’ effect size for RNAi knockdowns of the indicated gene in the *rrf-3* RNAi sensitive strain. ’EV’ indicates the empty RNAi vector as a negative control. Asterisks above each column indicate one-way ANOVA with Dunnett’s multiple comparison test against EV (****p<0.0001, ***p<0.001, **p<0.01, *p<0.05). For all graphs, red, blue, and purple columns indicate values for *sma-3* (mutant or RNAi knockdown), *sma-9* (mutant or RNAi knockdown), and their double mutant combination, respectively. Green bars indicate genotypes for which the mutant or RNAi knockdown resulted in a statistically significant reduction (p<0.05) with a Glass’ effect size of one or greater.

**Figure 5—figure supplement 2.**
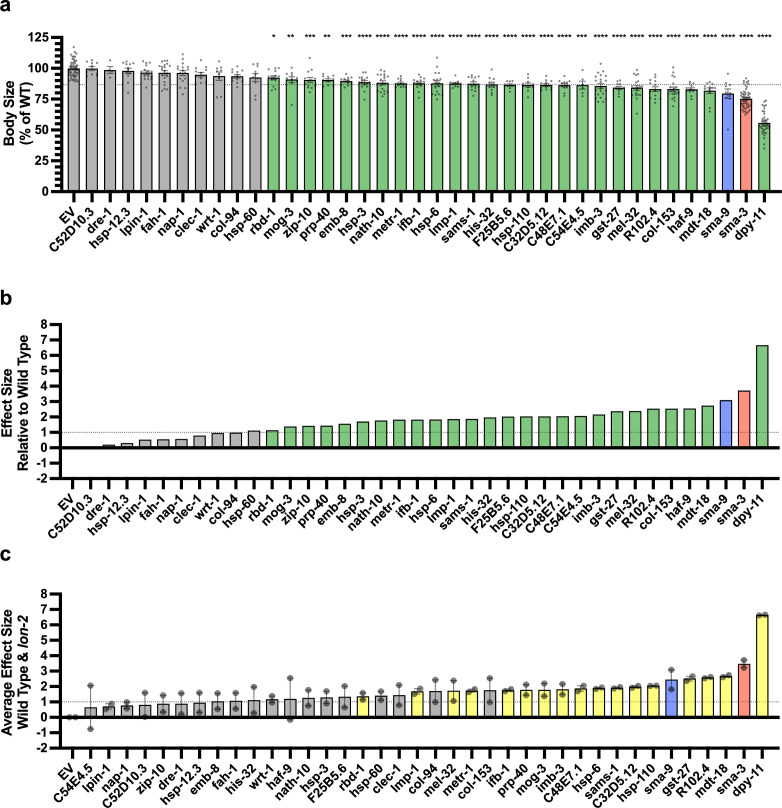
Target genes required for exaggerated growth in *lon-2* mutants. (**a**) Mean body length of L4 animals (normalized to EV) for the indicated RNAi knockdowns in the *rrf-3; lon-2* double mutant. ‘EV’ indicates the empty RNAi vector as a negative control. Dots indicate the size of individual animals. Asterisks above each column indicate one-way ANOVA with Dunnett’s multiple comparison test against EV (****p<0.0001, ***p<0.001, **p<0.01, *p<0.05). The dotted line indicates the size value falling two standard deviations below the mean of EV (**b**) Glass’ effect size (the difference between the mean of the RNAi knockdown and the mean for EV, divided by the standard deviation for EV) for the indicated gene undergoing knockdown. The dotted line indicates an effect size of one. Green bars indicate genotypes for which the RNAi knockdown resulted in a statistically significant reduction (p<0.05) with a Glass effect size of one or greater. (**c**) The average of the Glass’ effect size between the *rrf-3* wild-type background and the *rrf-3 lon-2* mutant background (individual dots for each is shown). For (**c**), yellow bars indicate genotypes for which the RNAi knockdown resulted in a statistically significant reduction (p<0.05) with a Glass’ effect size of one or greater in both the wild-type and the *lon-2* mutant background. For all graphs, red and blue columns indicate values for *sma-3* and *sma-9* RNAi knockdown, respectively.

Is there any correlation between whether a gene shows a large Glass effect size on body length and whether it is regulated by SMA-3 exclusively, SMA-9 exclusively, or co-regulated? We compared the reduction in body length caused by RNAi or mutation of each tested target (normalized as Glass’ effect size in which larger values indicate smaller body lengths compared to control) against the adjusted p-value for body length compared to control for target genes in each of these three categories (Figure 5a). The genes that showed the largest and most statistically significant effect size were either SMA-3-exclusive or co-regulated. For each gene, we also compared body length effect size, gene ontology/classification, and the BETA rank scores for SMA-3 and SMA-9 ChIP-seq/RNA-seq data, which gives an indication of whether a gene is a direct target of one or both factors (Figure 5b). For each gene, we plotted the -log_10_ for each BETA rank score (for SMA-3 on the X-axis and SMA-9 on the Y-axis) such that the greater the -log_10_ BETA rank value, the greater probability that the gene is a direct target of that transcription factor. Circles represent individual genes tested such that the coordinate of the circle reflects the coordinate SMA-3 and SMA-9 BETA ranks, and the size of the circle represents the reduction in body size, normalized as Glass’ effect size, relative to control. Circle color represents key associated GO terms for each gene. We found that the genes that promoted body length and belonged to the SMA-3-exclusive category encoded chaperones and collagen secretion factors. SMA-9-exclusive genes that promoted body length encoded a lectin and a gene involved in one-carbon metabolism. Co-regulated genes showing a role in body length also encoded one-carbon metabolism factors, as well as collagens and chaperones.

We reasoned that if target genes truly act downstream of the DBL-1 signaling pathway to regulate body size, then we would also expect them to act downstream of the negative regulator LON-2, a glypican which antagonizes the DBL-1 pathway with respect to body size at the level of ligand-receptor interactions (Gumienny et al., 2007). Thus, we also performed RNAi depletion in a *lon-2; rrf-3* double mutant, which demonstrates exaggerated DBL-1 signaling and elongated body size; we expected that candidate transcriptional effectors of the DBL-1 pathway might have a more prominent requirement in mediating the exaggerated growth defect of a *lon-2* mutant and hence show a suppression phenotype in this genetic background. RNAi of one of the target genes, *mttr-1,* prevented the development of *rrf-3; lon-2* animals to the L4 stage, so body length could not be quantified at this stage. Nearly two-thirds of the remaining 36 genes tested caused a statistically significant reduction in body length (with a statistical effect size greater than one) upon RNAi treatment in at least one of the two genetic backgrounds. Half of the genes tested caused a significant reduction in body length in both genetic backgrounds (Figure 5C, Figure 5—figure supplement 2), making them strong candidates for direct transcriptional effectors of body size regulation. Consistent with our results in the wild-type background, we found that SMA-3-exclusive regulators of body size were enriched for chaperones and factors involved in ER secretion, whereas co-regulated genes mediating body size growth were enriched for one-carbon metabolism factors and collagens (Figure 5d), suggesting that the upregulation of these activities is a key aspect of how DBL-1 signaling promotes growth.

### DBL-1 signaling promotes body size through collagen secretion

We observed that *dpy-11* depletion via RNAi resulted in the most severe reduction in body length among the tested target genes (Figure 5a and c). The *dpy-11* gene encodes a protein-disulfide reductase involved in cuticle development (Ko and Chow, 2003), and the expression of this gene is regulated by SMA-3 but not by SMA-9 (Figure 5b and d). 

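In the RNA-seq libraries *dpy-11* (WBGene00001073; chromosome V, 6511583 to 6515240 in WBcel235, minus strand) was measured at 494 ± 11.1 CPM (SD, n = 3) in wild-type, 339.6 ± 19.3 in *sma-3* and 466 ± 19.9 in libraries labelled *sma-9*. The log2 fold change was −0.54 in *sma-3* (standard error 0.072, adjusted p = 0.00152), between −0.58 and −0.50 with each library left out in turn. It was −0.085 in the libraries labelled *sma-9* (adjusted p = 0.545), within the replicate error, and it was 0.033 with equal totals, where the median of all genes was 0.11, and 0.12 with quantile normalization. *dpy-11* was lower in *sma-3* than in libraries labelled *sma-9* (log2 fold change −0.46, adjusted p = 0.00346).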

We hypothesized that *dpy-11* may represent a function for BMP signaling in cuticle collagen secretion, in addition to the previously established role in cuticle collagen gene expression. Furthermore, this role may be SMA-9-independent. We tested this hypothesis by monitoring the expression and localization of a cuticle collagen, ROL-6, a cuticle collagen gene with a demonstrated role in body size (Madaan et al., 2018). 

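The cuticle collagen gene *rol-6* (WBGene00004397; chromosome II, 8733050 to 8734239 in WBcel235, plus strand) was measured at 1072 ± 369 CPM (SD, n = 3) in wild-type, 577 ± 75.7 in *sma-3* and 785 ± 323 in libraries labelled *sma-9*. The log2 fold change was −0.85 in *sma-3* (standard error 0.30, adjusted p = 0.0718), between −1.05 and −0.58 with each library left out in turn, and −0.47 in the libraries labelled *sma-9* (adjusted p = 0.402). Neither change exceeded the replicate error at an adjusted p of 0.05, and neither did the difference between the mutants (log2 fold change −0.38, adjusted p = 0.422). When only *sma-3* and wild-type libraries were fitted, *rol-6* passed the threshold in *sma-3*, as it did without wild-type replicate 3 or *sma-9* replicate 1.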

We previously showed that *rol-6* mRNA levels are reduced in *dbl-1* mutants at L2 (Madaan et al., 2018), although RNA-seq analysis did not find enough of a statistically significant change in *rol-6* to qualify it as a transcriptional target and total levels of protein are also not significantly reduced in mutants (Figure 6f and g).

**Figure 6.**
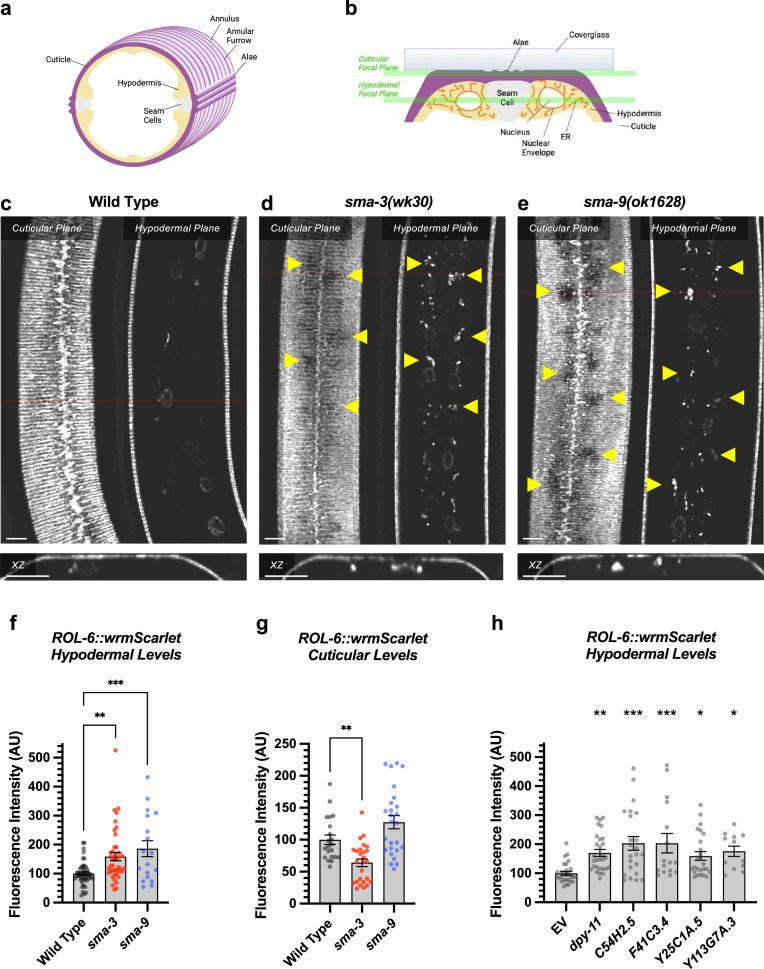
DBL-1 signaling promotes body size through collagen secretion. (**a**) Cartoon illustrating a cross-section through the nematode body (dorsal oriented up). Rings of cuticular collagen annuli (magenta), secreted by the underlying hypodermal cell layer (tan) surround the body. Lateral alae containing collagen, secreted by the underlying seam cells (gray), run orthogonal along the length of the body. (**b**) Cartoon illustrating a cross-section through a portion of the nematode body (lateral oriented up) underneath a microscope cover glass. Horizontal green bars indicate the cuticular versus hypodermal plates captured by confocal microscopy in panels c-e. (**c**) ROL-6::wrmScarlet fluorescence detected in annuli and alae in the cuticular layer, as well as in nuclear envelopes in the underlying hypodermal layer in wild-type animals. The horizontal red line indicates the specific xz cross section shown below the cuticular and hypodermal plane panels. The bar indicates 5 microns. (**d**) ROL-6::wrmScarlet in *sma-3* mutants, visualized as per wild-type. Patches of cuticular surface show diminished levels of ROL-6::wrmScarlet, whereas the protein is detected in the hypodermal layer just under these patches (yellow arrowheads), suggesting a failure to deliver collagen to the surface cuticle (easily visualized in the xz panel). (**e**) Mutants for *sma-9* show the same phenotype as *sma-3*. (**f,g**) Quantification of ROL-6::wrmScarlet fluorescence in the (**f**) hypodermal layer or (**g**) cuticular layer of indicated mutants. Dots indicate the fluorescence of individual animals. Asterisks over pairwise comparison bars indicate one-way ANOVA with (**f**) Sídák’s multiple comparison test or (**g**) the Kruskall-Wallis comparison test (***p<0.001, **p<0.01). (**h**) A similar analysis for RNAi knockdowns of the SMA-3 target gene *dpy-11*, as well as four known ER secretion factors as comparative controls. Asterisks above each column indicate one-way ANOVA with Dunnett’s multiple comparison test against wild-type (***p<0.001, **p<0.01, *p<0.05). The bar indicates 5 microns.

**Figure 6—figure supplement 1.**
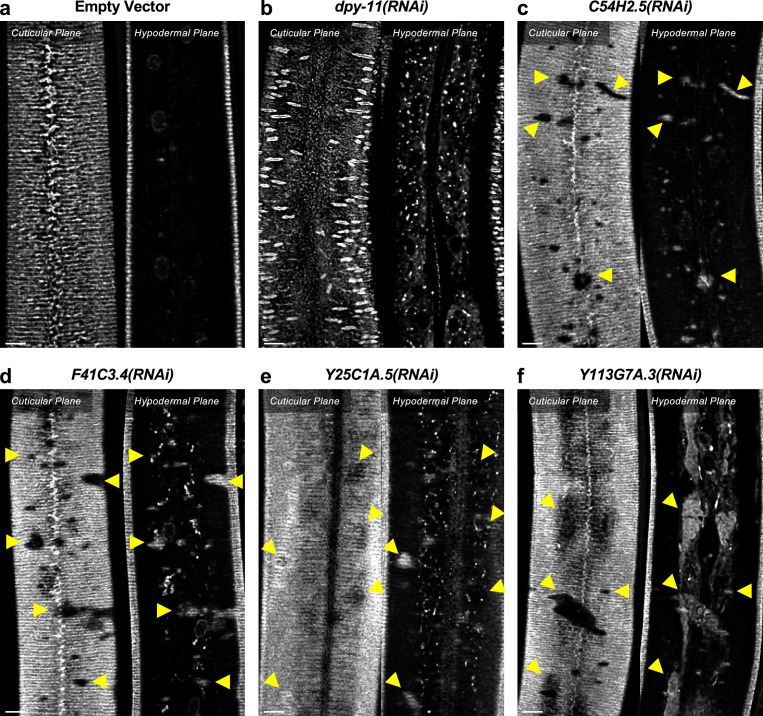
DPY-11 promotes body size through collagen secretion. (**a**) ROL-6::wrmScarlet fluorescence detected in annuli and alae in the cuticular layer, as well as in nuclear envelopes in the underlying hypodermal layer in wild-type animals exposed to an empty vector for RNAi knockdown. (**b–f**) ROL-6::wrmScarlet in animals exposed to RNAi knockdown for the indicated gene. (**b**) In animals knocked down for *dpy-11*, little ROL-6::wrmScarlet makes it to the cuticle, instead accumulating intracellularly in the hypodermis. (**c–f**) In animals knocked down for known ER secretory factors, patches of cuticular surface show diminished levels of ROL-6::wrmScarlet, whereas the protein is detected in the hypodermal layer just under these patches (yellow arrowheads), similar to what is observed in *sma-3* and *sma-9* mutants, and consistent with a failure to deliver collagen to the surface cuticle. The bar indicates 5 microns.

The hypodermis synthesizes and secretes collagen into the cuticle in a pattern of circular annuli that surround the animal along its length (Figure 6a). These collagen-rich annuli and the newly synthesized collagen inside the hypodermal cells underneath the cuticle can be distinguished using confocal microscopy (Figure 6b). We generated a functional endogenously tagged allele of *rol-6* that expresses a ROL-6::wrmScarlet fusion protein, taking care to preserve the proteolytic processing sites such that wrmScarlet remains attached to the final protein product. As previously shown (Aggad et al., 2023), this fusion protein localizes to the cuticle (Figure 6c). In L4 animals at high magnification, the total cuticular fluorescence was reduced in both *sma-3* and *sma-9* mutants, with clear patches of decreased ROL-6::wrmScarlet (Figure 6d and e). Interestingly, the hypodermal subcellular distribution of ROL-6::wrmScarlet was altered in *sma-3* and *sma-9* mutants, with ROL-6::wrmScarlet protein accumulating intracellularly in these mutants (quantified in Figure 6f) compared to wild-type, often underneath the clear patches observed in the cuticular layer, which showed depressed levels of ROL-6::wrmScarlet protein in *sma-3* mutants (quantified in Figure 6g). This phenomenon is consistent with changes in collagen secretion upon impaired BMP signaling, and it suggests that this role is not SMA-9-independent. We used structured illumination super-resolution microscopy to compare an ER marker, VIT2ss::oxGFP::KDEL (Tang et al., 2021), with subcellular ROL-6::wrmScarlet, and we found that ROL-6 becomes trapped in and accumulates at the hypodermal ER in *sma-3* mutants (Figure 7a–l). We also noted that ER structures in *sma-3* mutants were thinner, with less complex and branched tubules, relative to wild-type (Figure 7j and l), consistent with a defect in secretion.

**Figure 7.**
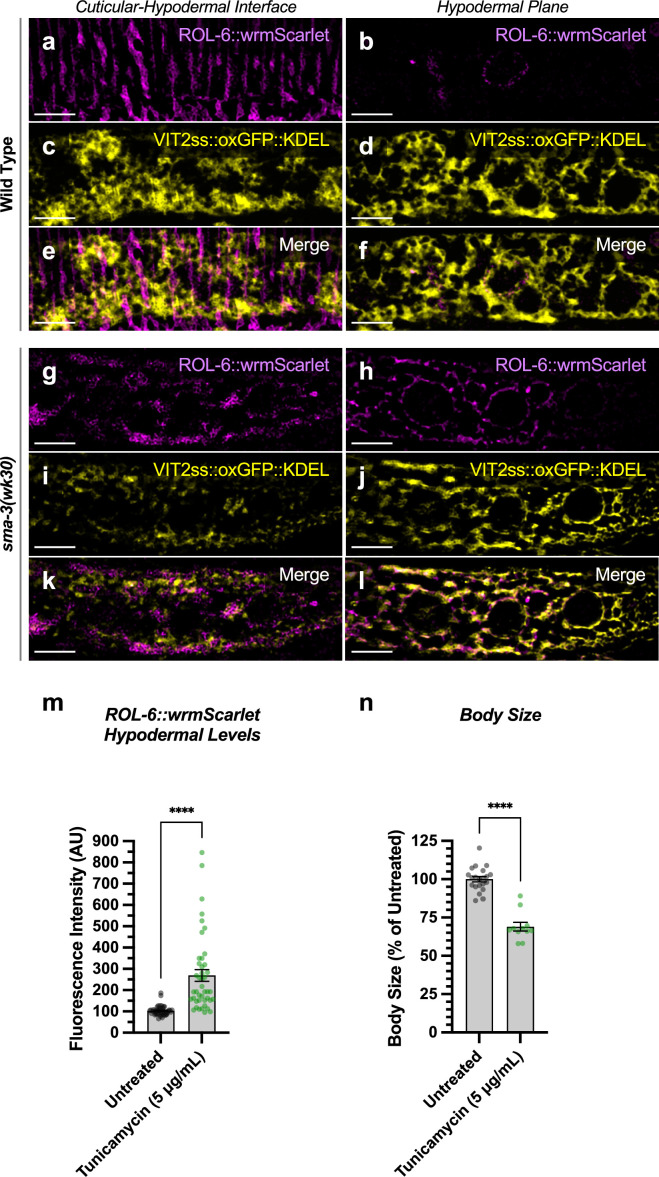
ROL-6::wrmScarlet accumulates in the endoplasmic reticulum (ER) of *sma-3* mutants. ROL-6::wrmScarlet (magenta) and VIT2ss::oxGFP::KDEL (an ER marker, shown here in yellow) shown separately (**a–d, g–j**) or merged (**e–f, k–l**) in either (**a–f**) wild-type or (**g–l**) a *sma-3* mutant. (**a,c,e,g,i,k**) shows the interface between the cuticle and the hypodermis, as visualized by SIM super-resolution microscopy. (**b, d, f, h, j, l**) shows the hypodermal layer at a focal plane centered around the nuclear envelope. In wild-type, most ROL-6::wrmScarlet is delivered into the cuticle. In *sma-3* mutants, lower levels of ROL-6::wrmScarlet are present in the cuticle and rapidly bleached under the SIM laser even under low power, whereas abundant ROL-6::wrmScarlet colocalized with the ER VIT2ss::oxGFP::KDEL marker (yellow). We noted that ER reticulation in *sma-3* was thinner and skeletonized compared to the wild-type, perhaps suggesting reduced secretory throughput. (**m**) Quantification of ROL-6::wrmScarlet fluorescence in the hypodermal layer of tunicamycin-treated versus untreated nematodes. (**n**) Mean body length of L4 animals (normalized to untreated) of tunicamycin treated versus untreated nematodes. (**m, n**) Dots indicate the values for individual animals. Asterisks over pairwise comparison bars indicate a student t-test (****p<0.0001). The bar indicates 5 microns.

**Figure 7—figure supplement 1.**
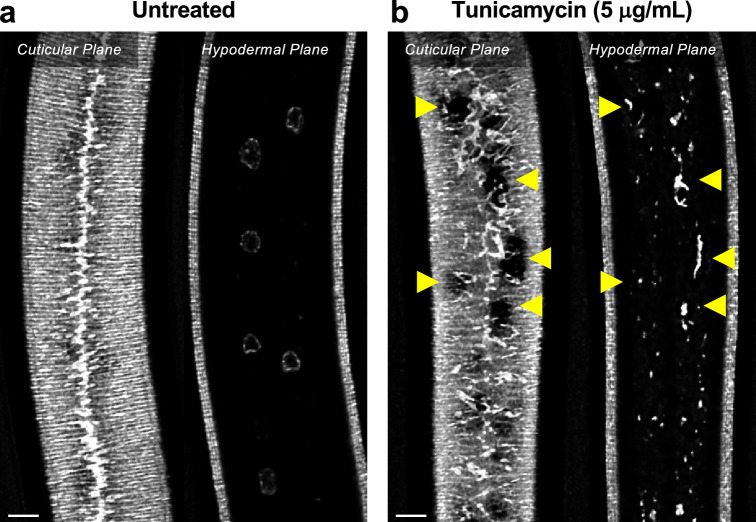
Tunicamycin treatment mimics the effect of *sma-3* and *sma-9* mutations on collagen secretion. (**a**) ROL-6::wrmScarlet fluorescence detected in annuli and alae in the cuticular layer, as well as in nuclear envelopes in the underlying hypodermal layer in untreated wild-type animals. (**b**) ROL-6::wrmScarlet in animals exposed to tunicamycin. Patches of cuticular surface show diminished levels of ROL-6::wrmScarlet, whereas the protein is detected in the hypodermal layer just under these patches (yellow arrowheads), similar to what is observed in *sma-3* and *sma-9* mutants, and consistent with a failure to deliver collagen to the surface cuticle. In addition, collagen in the lateral alae is disorganized, suggesting secretion is impaired in the seam cells. The bar indicates 5 microns.

To assess the loss of the BMP signaling target *dpy-11* on collagen release, we depleted *dpy-11* via RNAi in nematodes expressing ROL-6::wrmScarlet. Consistent with a role for DPY-11 in the secretion of collagens, including ROL-6, we observed a severe disruption in both intracellular and cuticular deposition of ROL-6::wrmScarlet (Figure 6h; Figure 6—figure supplement 1). To validate that the perturbed ROL-6::wrmScarlet distribution and localization exhibited in *sma-3* and *sma-9* mutants (as well as *dpy-11* RNAi) was caused by disturbances in ER-specific processes, we targeted the ER chemically and genetically. We observed similar ROL-6::wrmScarlet subcellular distribution in tunicamycin-treated ROL-6::wrmScarlet expressing animals as seen in *sma-3* and *sma-9* mutants (Figure 7m; Figure 7—figure supplement 1). Tunicamycin inhibits the glycan biosynthesis pathway, disrupts ER-mediated secretion, and induces ER stress. Moreover, RNAi-mediated depletion of genes involved in various steps of ER-derived vesicle production and transport, including *C54H2.5* (SURF4 ortholog/ER cargo release), *F41C3.4* (GOLT1A/b ortholog/ER to Golgi apparatus transport), *Y25C1A.5* (COPB-1/COPI coat complex subunit), and *Y113G7A.3* (COPII coat complex subunit) increased ROL-6::wrmScarlet hypodermal intracellular accumulation and left empty patches in the cuticle, similar to BMP signaling mutants (Figure 6g; Figure 6—figure supplement 1). To test whether impaired secretion through the ER alone could compromise body size, we examined nematodes treated with tunicamycin and found that they showed a strong decrease in body size (Figure 7n). Taken together, our results suggest that signaling by DBL-1/BMP signaling promotes body size growth by promoting ER-specific processes involved in collagen maturation, transport, and secretion into the cuticular ECM.

## Discussion

### SMA-9/Schnurri is a Smad transcriptional partner with both joint and unique targets

TGF-β signaling pathways regulate sets of target genes to execute biological functions in a context-dependent manner. Canonical signaling is mediated by the Smad transcription factor complex, but Smad binding sites are too degenerate and have low affinity to account for the specific context-dependent effects, so transcription factor partners must also be involved. Some of the characterized partners are cell type-specific transcription factors. In contrast, Schnurri proteins are transcriptional partners that co-regulate target genes across multiple cell types. Here, we used genome-wide RNA-seq and ChIP-seq integrated through a novel software analysis pipeline to untangle the roles of Smad and Schnurri transcription factors in the developing *C. elegans* larva. We chose the second larval (L2) stage because Smad activity is elevated at this stage as determined by the RAD-SMAD activity reporter (Tian et al., 2010), and because this stage is the earliest point at which one can observe a clear difference for one of the best-studied Smad mutant phenotypes: body size growth.

Using ChIP-seq, we detected numerous SMA-3 and SMA-9 binding sites. The large number of sites could reflect the low affinity and degenerate DNA sequence recognition of known targets for their respective families of transcription factors. By using an analysis pipeline that combines BETA, which integrates ChIP-seq and RNA-seq data to identify targets, with LOA, which integrates two separate RNA-seq pairwise comparisons to identify shared DEGs, we identified nearby direct transcriptional targets based on their functional impact on transcript levels in corresponding mutants. Only a fraction of the total SMA-3 and SMA-9 sites were classified as functional based on BETA analysis of the ChIP-seq and RNA-seq datasets. Most SMA-3 and SMA-9 sites were not found at HOT sites, which are often considered to be non-specific binding sites typically found in open regions of chromatin. The high number of additional sites classified as non-functional could represent the detection of weak affinity targets that do not have an actual biological purpose. Alternatively, these sites could have an additional role in DBL-1 signaling besides transcriptional regulation of nearby genes, or they could be regulating the expression of target genes at a far enough distance to not be detected by our BETA analysis. The difference between total binding sites and those associated with changes in gene expression underscores the importance of combining RNA-seq with ChIP-seq to identify the most biologically relevant targets.

### Functional interactions between SMA-3/Smad and SMA-9/Schnurri

Our analysis revealed that SMA-3/Smad and SMA-9/Schnurri have target genes that are co-regulated by both factors, as well as separate target genes that they independently and exclusively regulate (Figure 8). ChIP-seq data demonstrated that 73.7% of SMA-3 binding peaks overlap with SMA-9 binding sites, while approximately half of all SMA-9 binding sites did not overlap with SMA-3 sites. The significant number of shared (co-regulated) target genes with overlapping binding peaks is consistent with a model in which SMA-3 and SMA-9 bind as a complex (or at least adjacent along DNA), as has been demonstrated at a few loci in *Drosophila* and Xenopus. Our results extend this model to a genome-wide level. Further investigation will be needed to determine if SMA-3 and SMA-9 form a direct complex at these sites, and whether the presence of one factor affects the binding of the other.

**Figure 8.**
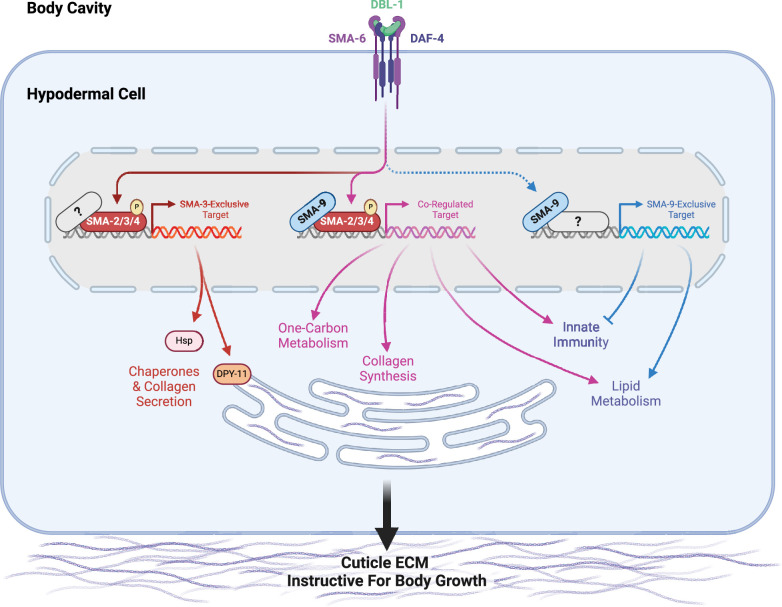
A model for the regulation of growth by DBL-1/BMP Signaling. During early larval development, the DBL-1 ligand binds to the BMP receptors SMA-6 and DAF-4, which activate the Smads SMA-2, SMA-3, and SMA-4. The resulting Smad complex binds to one category of sites along the genome either alongside or in complex with SMA-9, co-regulating neighboring genes (in purple). These co-regulated genes include several collagen genes, factors involved in one-carbon metabolism, innate immunity genes, and genes involved in lipid metabolism. The Smad complex also binds to another category of sites (in orange/red) which lack SMA-9, perhaps associating instead with other transcription factors or co-factors (gray question mark). These SMA-3-exclusive genes include chaperones and the disulfide reductase DPY-11, which in turn promote the secretion of collagen into the cuticular extracellular matrix, thereby remodeling the cuticle to allow for growth. In addition to binding either with or near Smad complex components, SMA-9 (in blue) also binds to sites along the genome lacking Smad (or at least SMA-3), perhaps associating instead with other transcription factors or co-factors (gray question mark). These SMA-9-exclusive genes, which can be either positively or negatively regulated by SMA-9, play a minimal role in body size growth, but rather are associated with innate immunity and lipid metabolism.

Our combined BETA and LOA analysis further demonstrated that SMA-3/Smad acts primarily as a transcriptional activator, whereas SMA-9/Schnurri can function as either an activator or a repressor depending on the locus. These dual functions for SMA-9/Schnurri are consistent with previous studies that demonstrated that different domains of SMA-9 can act as activators or repressors in a heterologous system (Liang et al., 2007). Furthermore, SMA-9 DNA-binding domain fusions with known transcriptional activation or repression domains could each rescue a subset of mutant defects in *sma-9* mutants (Liang et al., 2007). Most co-regulated genes were activated by both SMA-3 and SMA-9, with a small subset activated by SMA-3 and repressed by SMA-9. We used double mutant analysis of *sma-3; sma-9* animals to determine how these factors interact to produce normal body size. While both single mutants were phenotypically small, the *sma-9* mutation partially suppressed the small body size of *sma-3* mutants so that double mutants were intermediate in size, suggesting that these factors may have antagonistic interactions in addition to the expected cooperative effects. Antagonism would be consistent with the observed interaction between SMA-9 and the BMP pathway in mesodermal lineage specification (Foehr et al., 2006; Liu et al., 2015), and with the observation of factors that have both positive and negative effects on body size (DeGroot et al., 2023).

We used RT-PCR to determine how SMA-3 and SMA-9 function together at a locus-specific level. For co-activated target genes, genetic analysis was consistent with the proteins acting together rather than additively. In the *sma-3; sma-9* double mutant, genes regulated in opposite directions by SMA-3 and SMA-9 showed upregulation as in *sma-9* single mutants. Thus, SMA-3 activation of these genes is dependent on the presence of SMA-9. This dependence could occur if SMA-9 is needed to recruit SMA-3 to the DNA. This possibility would be a novel mode of interaction, because, for the previously analyzed *brinker* and *Xvent2* target genes, Schnurri was shown to be recruited by the Smad complex rather than vice versa. A second possibility is that SMA-3 can bind in the absence of SMA-9 but cannot engage with the transcriptional machinery; that is, both proteins are required to form a transcriptional activation complex. With either possibility, SMA-9 represses the expression of these genes in the absence of SMA-3.

### Biological functions of target genes

DBL-1 signaling regulates multiple developmental and physiological processes in *C. elegans*, including body size, lipid metabolism, innate immunity, and male tail development. Our samples were not enriched for males, precluding an analysis of targets involved in male tail development. Binding sites and their nearby regulated targets fell into three classes: SMA-3-exclusive, SMA-9-exclusive, and co-regulated. Interestingly, the GO terms for both shared and independent target genes partially overlap, suggesting broad similarity in biological functions. Within the subset of SMA-3-exclusive target genes, we noticed GO term enrichment for chaperones and factors involved in collagen secretion. Given the low affinity and degenerate nature of Smad binding sites, we speculate that additional binding factors associate with SMA-3 at these SMA-3-exclusive targets to facilitate regulation. Future studies will be needed to identify these novel partners.

By contrast, the subset of SMA-9-exclusive target genes was enriched in GO terms associated with lipid metabolism and innate immunity. Although SMA-3 functions in both fat storage and pathogen resistance, respectively (Clark et al., 2018a; Mallo et al., 2002; Yu et al., 2017; Clark et al., 2021; Zugasti and Ewbank, 2009; Ciccarelli et al., 2024a; Ciccarelli et al., 2024b), these SMA-9-exclusive target genes imply Smad-independent roles for SMA-9 in these functions. A Smad-independent role for SMA-9 in immunity is consistent with the pronounced role of vertebrate Schnurri homologs in immunity (Jones and Glimcher, 2010), which have not been reported to overlap with TGF-β-regulated functions. In vertebrates, Schnurri homologs are shown to be direct DNA-binding proteins with diverse biological functions that include TGF-β-responsive and TGF-β-independent roles. In TGF-β-independent roles, they bind NFκB-like sequences (Gaynor et al., 1991), and can interact with other transcription factors including TRAF2 and c-Jun (Oukka et al., 2002; Oukka et al., 2004). It will be interesting to determine whether the SMA-9/Schnurri-exclusive target genes are responsive to TGF-β signals and/or to other signaling ligands.

### Identification of target genes that mediate body size regulation

GO term analysis readily identified target genes involved in lipid metabolism and pathogen response, but target genes required for body size regulation remain more difficult to predict based on sequence alone. Furthermore, we have previously shown that the body size and lipid metabolism functions are separable (Clark et al., 2018a). We, therefore, conducted a functional analysis of these target genes by performing body size measurements on their corresponding mutants. We also performed body size measurements on RNAi knockdowns for identified target genes in an RNAi-sensitive strain, examining their effect in both a wild-type background and a *lon-2* background in which DBL-1 signaling is exaggerated, resulting in an elongated body size. Normalizing these data using Glass’ effect size allowed us to make broad comparisons between mutants and RNAi knockdowns. These analyses confirmed previous work focusing on the role of the cuticle in mediating body size regulation by DBL-1/BMP (Madaan et al., 2018). Although RNAi knockdowns of *clec-1, fah-1, C52D10.3*, *dre-1, hsp-12.3, wrt-1* reduced body size in the *rrf-3* mutant background, they failed to reduce the body size in *lon-2; rrf-3* mutants, suggesting that they regulate body size upstream or independently of the DBL-1 pathway. By contrast, RNAi knockdowns of *haf-9*, *his-32*, *zip-10*, *emb-8*, *F25B5.6*, *nath-10*, and *hsp-3* reduced body size in *lon-2; rrf-3* double mutants but not in *rrf-3* single mutants, suggesting that they might be factors whose effects are only detectable in the context of an overactive pathway; these warrant future study. Seventeen genes showed a body reduction with a statistically significant effect size equal to or greater than one in both genetic backgrounds, making them of particular interest. These genes had GO terms associated with either one-carbon metabolism or chaperone/ER secretion, suggesting that the upregulation of these activities is a key aspect of how DBL-1 signaling promotes growth (Figure 8).

How could one-carbon metabolism play a role in body size growth? This complex set of interlinked metabolic cycles is critical for methionine and folate homeostasis. It also provides the methyl groups needed to synthesize nucleotides, amino acids, the antioxidant glutathione, creatine, and phospholipids like phosphatidylcholine, a fundamental component of membranes (Clare et al., 2019). One-carbon metabolism also provides the methyl groups needed to make epigenetic marks on DNA and chromatin. The specific role of this metabolic pathway in body size growth will be an important topic of future study.

As in previous datasets, this RNA-seq analysis identified collagen genes (*col-94* and *col-153*) as direct co-regulated targets of SMA-3 and SMA-9. 

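The collagen gene *col-94* (WBGene00000669; chromosome III, 10986808 to 10987873 in WBcel235) was measured at 2.11 ± 0.991 CPM (SD, n = 3) in wild-type, 0.603 ± 0.184 in *sma-3* and 0.136 ± 0.0552 in libraries labelled *sma-9*. Its log2 fold change was −0.91 in *sma-3* (standard error 0.21, adjusted p = 0.0143) and −1.40 in the libraries labelled *sma-9* (adjusted p = 0.00398), and the mutants did not differ beyond the replicate error (0.49, adjusted p = 0.134). Without *sma-3* replicate 2 it did not pass in *sma-3*. *col-153* (WBGene00000726; chromosome V, 10949811 to 10951821) was measured at 26.6 ± 3.55, 13.8 ± 2.64 and 18.6 ± 1.21 CPM in the same order. Its log2 fold change was −0.91 in *sma-3* (standard error 0.14, adjusted p = 0.00285) and −0.49 in libraries labelled *sma-9* (adjusted p = 0.0755), where it did not pass the threshold, and the difference between the mutants was within the replicate error (−0.42, adjusted p = 0.0683). Over all 122 tested cuticle collagen genes, the median log2 fold change was 0.74 in *sma-3*, a sign kept under both other scalings (camera, adjusted p = 4.14e-06), with 38 genes lower, 12 downregulated and 48 upregulated. The median in the libraries labelled *sma-9* was −0.095 (adjusted p = 0.345), or −0.020 with equal totals, where the family passed. It had 76 genes lower, 2 downregulated and 1 upregulated. The family passed there without wild-type replicate 3 or *sma-9* replicate 1, and its median was above 0 without wild-type replicate 1 or 2 or *sma-9* replicate 2. With the correlation between genes estimated from the data, the collagen family did not pass the threshold in *sma-3* (adjusted p = 0.682). Genes taken as markers of the moulting cycle had a median log2 fold change of −0.83 in the same comparison. A difference in the timing of the moult between the collected worms was not told apart from an effect of SMA-3 on collagen genes.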

An enrichment of ER secretion and chaperone factors in the list of direct targets involved in body size growth was unexpected, but reasonable given that one of the key functions of the hypodermis is to secrete cuticular collagen. The role of collagens in body size and morphology is well documented (Page and Johnstone, 2007; McMahon et al., 2003), and the secreted ADAMTS metalloprotease ADT-2 modifies cuticle collagen organization and regulates body size (Fernando et al., 2011). The thioredoxin-like DPY-11 was a particularly compelling target given its established role in cuticle formation and the dramatic effect of its loss on body size growth, as well as the known role of these enzymes in processing secreted proteins moving through the ER/Golgi network (Ko and Chow, 2003). To test whether DBL-1 regulates ER secretion of collagen, we turned to endogenously tagged cuticle collagen ROL-6::wrmScarlet to analyze subcellular localization. Using this reporter for collagen synthesis and secretion, we demonstrated that the DBL-1 pathway influences the secretion of this cuticle collagen. In particular, ROL-6::wrmScarlet accumulates in a perinuclear ER compartment in both *sma-3* and *sma-9* mutants. Consistent with a secretion defect, we found a corresponding decrease in the amount of ROL-6::wrmScarlet in the cuticle of *sma-3* mutants, although not in *sma-9* mutants, which could reflect the differential enrichment of *dpy-11* and chaperones in the list of SMA-3-exclusive target genes. Interestingly, treatment with tunicamycin, which impairs ER secretion, was sufficient to reduce body size, which is consistent with a model in which BMP signaling promotes collagen secretion to foster growth (Figure 8). We remain cautious in our interpretation of this result, as blocking ER secretion with tunicamycin could affect the secretion of the BMP receptors or other proteins that function together with the receptors, which could also lead to a body size defect.

The collagenous cuticle is a major target of DBL-1/BMP signaling in body size regulation. For example, others have also demonstrated that DBL-1 signaling regulates cuticle collagen LON-3 post-transcriptionally (Suzuki et al., 2002). In addition to direct transcriptional regulation of cuticle components, here, we highlight the importance of regulating other target genes such as *dpy-11* that are needed for collagen post-transcriptional processing. One powerful element of our approach was that our ChIP-seq/RNA-seq BETA analysis identified direct target genes and combined those findings with a functional analysis of a subset of those targets, thereby demonstrating that a combination of SMA-3-exclusive targets (including chaperones and collagen secretion factors) work together with SMA-3/SMA-9 co-regulated targets (including collagen genes and factors involved in one-carbon metabolism) to affect the process of body growth through their regulation of the extracellular matrix of the surrounding cuticle. TGF-β family members are well-known regulators of collagen deposition and extracellular matrix composition, suggesting that this class of transcriptional targets is conserved over evolutionary time (Kim et al., 2018; MacFarlane et al., 2017). Thus, it is likely that the multi-level interactions identified in *C. elegans* are also relevant to the functions of these factors in vertebrates.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*C. elegans*)	N2	CGC		
Genetic reagent (*C. elegans*)	CS24	Savage-Dunn lab	s*ma-3(wk30*)	
Genetic reagent (*C. elegans*)	VC1183	CGC	*sma-9(ok1628*)	
Genetic reagent (*C. elegans*)	GFP::SMA-3	Savage-Dunn lab	*qcIs6[sma-3p::gfp::sma-3, rol-6(d)]*	
Genetic reagent (*C. elegans*)	SMA-9::GFP	Liu lab	*jjIs1253[sma-9p::sma-9C2::gfp +unc-119(+)]*	
Genetic reagent (*C. elegans*)	ROL-6::wrmScarlet	Savage-Dunn lab	r*ol-6(syb2235[rol-6::wrmScarlet]*)	
Genetic reagent (*C. elegans*)	ER marker	Barth Grant	*pwSi82[hyp-7p::VIT2ss::oxGFP::KDEL, HygR]*.	
Genetic reagent (*C. elegans*)	NL2099	CGC	*rrf-3(pk1426*)	
Genetic reagent (*C. elegans*)	BX106	CGC	*fat-6(tm331*)	
Genetic reagent (*C. elegans*)	BX153	CGC	*fat-7(wa36*)	
Genetic reagent (*C. elegans*)	VC1760	CGC	*nhr-114(gk849*)	
Genetic reagent (*C. elegans*)	CB7468	CGC	*acs-22(gk373989*)	
Genetic reagent (*C. elegans*)	VC4077	CGC	*lbp-8(gk5151*)	
Genetic reagent (*C. elegans*)	CB6734	CGC	*clec-60(tm2319*)	
Genetic reagent (*C. elegans*)	VC2477	CGC	*sysm-1(ok3236*)	
Genetic reagent (*C. elegans*)	RB1388	CGC	*ins-7(ok1573*)	
Genetic reagent (*C. elegans*)	CB502	CGC	*sma-2(e502*)	
Sequence-based reagent	*act-1f*	This paper	5’-ATGTGTGACGACGAGGTTGCC-3’	qRT-PCR primer
Sequence-based reagent	*act-1r*	This paper	5’-GTCTCCGACGTACGAGTCCTT-3’	qRT-PCR primer
Sequence-based reagent	*fat-6f*	This paper	5’-GTGGATTCTTCTTCGCTCAT-3’	qRT-PCR primer
Sequence-based reagent	*fat-6r*	This paper	5’-CACAAGATGACAAGTGGGAA-3’	qRT-PCR primer
Sequence-based reagent	*nhr-114f*	This paper	5’-CATTCGATGTTTTTGAGGCG-3’	qRT-PCR primer
Sequence-based reagent	*nhr-114r*	This paper	5’-GATCGAAGTAGGCACCATCT-3’	qRT-PCR primer
Sequence-based reagent	*C54E4.5f*	This paper	5’-GGCAGGTCTAATCCACGACTTG-3’	qRT-PCR primer
Sequence-based reagent	*C54E4.5r*	This paper	5’-CTAATGTCCGGGTTCCCATCG-3’	qRT-PCR primer
Sequence-based reagent	*aard-19f*	This paper	5’-CGGAGGTTACGAGACCAGTACG-3’	qRT-PCR primer
Sequence-based reagent	*aard-19r*	This paper	5’-TGGAGTCACAGACGGAAGACG-3’	qRT-PCR primer
Sequence-based reagent	*nspe-7f*	This paper	5’-CTCCAAACCTTCTTTTCTCCTTCG-3’	qRT-PCR primer
Sequence-based reagent	*nspe-7r*	This paper	5’-GGACCGCCAGCCATATTGTC-3’	qRT-PCR primer
Sequence-based reagent	*nspc-16f*	This paper	5’-TGTTCTCCATGGTTGAGTTATGCT-3’	qRT-PCR primer
Sequence-based reagent	*nspc-16r*	This paper	5’-GTTTCTTTGCGGGGAATGTTGC-3’	qRT-PCR primer
Sequence-based reagent	*catp-3f*	This paper	5’-TTCGGTTGGAGGTGTCGTTG-3’	qRT-PCR primer
Sequence-based reagent	*catp-3r*	This paper	5’-GTTGCTCGGCATTCAGTACG-3’	qRT-PCR primer
Sequence-based reagent	*gdh-1f*	This paper	5’-TGCTCGTGGAGATTGCCTCATC-3’	qRT-PCR primer
Sequence-based reagent	*gdh-1r*	This paper	5’-GCATCTTGTTGGCTTCCTCGTC-3’	qRT-PCR primer

### *C. elegans* strains

*C. elegans* strains were grown at 20 °C using standard methods unless otherwise indicated. N2 is the wild-type strain; some strains were provided by the *Caenorhabditis Genetics Center* (CGC), which is funded by the NIH Office of Research Infrastructure Programs (P40 OD010440) or generated in previous work. Strong loss-of-function or null alleles were used. The following genotypes were used: *sma-3(wk30), sma-9(ok1628), qcIs6[sma-3p::gfp::sma-3, rol-6(d)], jjIs1253[sma-9p::sma-9C2::gfp +unc-119(+)]* (generated via bombardment)*,* (Praitis et al., 2001)*, rrf-3(pk1426), fat-6(tm331), fat-7(wa36), nhr-114(gk849), acs-22(gk373989), lbp-8(gk5151), clec-60(tm2319), sysm-1(ok3236), ins-7(ok1573), sma-2(e502), rol-6(syb2235[rol-6::wrmScarlet]*) (Aggad et al., 2023)*, and pwSi82[hyp-7p::VIT2ss::oxGFP::KDEL, HygR]*. The double mutants *sma-3(wk30); sma-9(ok1628), and rrf-3(pk1426); lon-2(e678*) were generated in this study.

### RNA-seq

Developmentally synchronized animals were obtained by hypochlorite treatment of gravid adults to isolate embryos. Animals were grown on NGM plates at 20 °C until the late L2 stage. Total RNA was isolated from animals using Trizol (Invitrogen) combined with Bead Beater lysis in three biological replicates for each genotype (Vora et al., 2022). Libraries were generated using polyA selection in a paired-end fashion and sequenced on an Illumina HiSeq (2×150 bp configuration, single index, per lane) by Azenta (formerly Genewiz). Reads were mapped to the *C. elegans* genome (WS245) and gene counts were generated with STAR 2.5.1 a. Normalization and statistical analysis on gene counts were performed with EdgeR using generalized linear model functionality and tagwise dispersion estimates. Principal Component Analysis showed tight clustering within four biological replicates, with a clear separation between SMA-3 and SMA-9 active versus inactive genotypes. Likelihood ratio tests were conducted in a pairwise fashion between genotypes with a Benjamini and Hochberg correction. All RNA-seq raw sequence files as well as normalized counts after EdgeR can be accessed at GEO (Accession Number: GSE266398).

### Chromatin immunoprecipitation sequencing

Chromatin immunoprecipitation sequencing (ChIP-seq) using a poly-clonal goat IgG anti-GFP antibody (a gift from Tony Hyman and Kevin White) was performed on L2 stage nematodes by Michelle Kudron (Valerie Reinke Model Organism ENCyclopedia Of DNA Elements and model organism Encyclopedia of Regulatory Networks group) on the *sma-3(wk30);qcIs6[GFP::SMA-3]* and LW1253*: jjIs1253[sma-9p::sma-9C2::gfp +unc-119(+)]* strains at the late L2 stage (Gerstein et al., 2010); Data are available at https://www.encodeproject.org/. To calculate distances between SMA-3 and SMA-9 ChIP-seq peaks, each peak was reduced to a centroid position (midpoint between the two border coordinates along the chromosome). For each chromosome, a matrix of SMA-3 and SMA-9 peak centroids was created, allowing the measurement of distance (in bps) between every SMA-3 and SMA-9 centroid along that chromosome. The shortest distance in the matrix was chosen to define each SMA-3/SMA-9 nearest neighboring pair. The resulting inter-centroid distances were analyzed from all six chromosomes. To mimic a random distribution of SMA-3 and SMA-9 peaks, each peak on a given chromosome was reassigned to a location on that chromosome using randomized values (generated by the Microsoft Excel randomization function) within the size range for that chromosome. A matrix of SMA-3 and SMA-9 peak centroids was then analyzed from this randomized dataset as described above for the actual dataset.

### Identification of direct targets using BETA and LOA

To identify SMA-3 direct targets, differentially expressed genes (DEGs) from the RNA-seq comparison of wild-type versus *sma-3(wk30*) using an FDR ≤0.05 were compared against the genomic coordinates of SMA-3 peaks from the ChIP-seq analysis using BETA basic and the WS245 annotation of the *C. elegans* genome (Wang et al., 2013). The following parameters were used: 3 kb from TSS, FDR cutoff of 0.05, and one-tail KS test cutoff of 0.05. The input files consisted of.bed files of IDR thresholded peaks and differential expression Log_2_FC and FDR values from the RNA-seq. An identical approach was used to identify SMA-9 direct targets using DEGs from the RNA-seq comparison of wild-type versus *sma-9(ok1628*).

To identify direct targets co-regulated by both SMA-3 and SMA-9, the two pairwise RNA-seq comparisons (wild-type versus *sma-3* and wild-type versus *sma-9*) were analyzed, measuring DEGs for the same genes in both comparisons. Taking a conditional approach, the information from the first comparison (wild-type versus *sma-3*) was examined to see if it affected interpretation in the second (wild-type versus *sma-9*). Using the approach of Luperchio et al., 2021, the genes in the second comparison were split into two groups, conditional on the results in the first comparison, with one group comprising genes found to show differential expression in the first comparison, and the second group comprising genes found not to show differential expression. To estimate which genes were differentially regulated, an FDR of 0.01 was used to generate an overlapping list between the two comparisons. BETA basic was then used to identify potential direct targets of the SMA-3/SMA-9 combination using just the ChIP-seq peaks that overlapped between the two transcription factors. The following parameters were used: 3 kb from TSS, FDR cutoff of 0.05 and one-tail KS test cutoff of 0.05. Analysis tools can be obtained at GitHub: https://github.com/shahlab/hypoxia-multiomics (Shah, 2022) as per Vora et al., 2022. The WormBase database was used to obtain information about candidate target genes, including sequence, genetic map position, expression pattern, and available mutant alleles (Davis et al., 2022).

### Quantitative RT-PCR analysis

Worms were synchronized using overnight egg lay followed by 4 hr synchronization. When animals reached the L2 stage, they were collected and washed, and then RNA was extracted using a previously published protocol Yin et al., 2015 followed by Qiagen RNeasy miniprep kit (Catalogue. No. 74104). Invitrogen SuperScript IV VILO Master Mix (Catalogue. No.11756050) was used to generate cDNA, and qRT-PCR analysis was done using Applied Biosystems *Power* SYBR Green PCR Master Mix (Catalogue. No. 4367659). Delta delta Ct analysis was done using Applied Biosystems and StepOne software. All qRT-PCR analysis was repeated on separate biological replicates. The following primer pairs were used: 5’-ATGTGTGACGACGAGGTTGCC-3’ and 5’-GTCTCCGACGTACGAGTCCTT-3’ to detect *act-1*, 5’-GTGGATTCTTCTTCGCTCAT-3’ and 5’-CACAAGATGACAAGTGGGAA-3’ to detect *fat-6*, 5’-CATTCGATGTTTTTGAGGCG-3’ and 5’-GATCGAAGTAGGCACCATCT-3’ to detect *nhr-114*, 5’-GGCAGGTCTAATCCACGACTTG-3’ and 5’-CTAATGTCCGGGTTCCCATCG-3’ to detect *C54E4.5,* 5’-CGGAGGTTACGAGACCAGTACG-3’ and 5’-TGGAGTCACAGACGGAAGACG-3’ to detect *aard-19*, 5’-CTCCAAACCTTCTTTTCTCCTTCG-3’ and 5’-GGACCGCCAGCCATATTGTC-3’ to detect *nspe-7*, 5’-TGTTCTCCATGGTTGAGTTATGCT-3’ and 5’-GTTTCTTTGCGGGGAATGTTGC-3’ to detect *nspc-16*, 5’-TTCGGTTGGAGGTGTCGTTG-3’ and 5’-GTTGCTCGGCATTCAGTACG-3’ to detect *catp-3*, and 5’-TGCTCGTGGAGATTGCCTCATC-3’ and 5’-GCATCTTGTTGGCTTCCTCGTC-3’ to detect *gdh-1*. All graphs were made using GraphPad Prism software and statistical analysis was performed using One-way ANOVA with Multiple Comparison Test, as calculated using the GraphPad software. There were two biologically independent collections from which three cDNA syntheses were analyzed using two technical replicates per data point.

### RNAi analysis of body size

RNAi knockdown of individual target genes was performed in the RNAi-sensitive *C. elegans* mutants *rrf-3(pk1426*) and *rrf-3(pk1426); lon-2(e678),* which were fed HT115 bacteria containing dsRNA expression plasmid L4440, with or without gene targeting sequences between flanking T7 promoters. NGM growth plates were used containing ampicillin for L4440 RNAi plasmid selection and IPTG (isopropyl β-D-1-thiogalactopyranoside) to induce dsRNA expression. Both *rrf-3(pk1426*) and *rrf-3(pk1426); lon-2(e678*) were exposed to the RNAi food during the L4 stage and allowed to lay eggs for 3 hr and then removed. Following hatching and development to adulthood while exposed to the RNAi food, 2 adult hermaphrodites were transferred to fresh RNAi plates, allowed to lay eggs, and removed from the plate. Upon hatching and development to the L4 stage, hermaphrodites were imaged using an AxioImager M1m (Carl Zeiss, Thornwood, NY) with a 5 X (NA 0.15) objective. The RNAi feeding constructs were obtained from the Open Biosystems library (Invitrogen), except for *C54E4.5* RNAi, which was constructed in this study. To analyze the body length of the RNAi-exposed animals, three independent measurements were made per worm using the segmented line tool on Fiji/ImageJ (Schindelin et al., 2012). Three to five biological replicates were completed for each RNAi construct. The data were analyzed using ANOVA with Dunnett’s post hoc test correction for multiple comparisons.

### Hypodermal imaging of ROL-6::wrmScarlet

Animals expressing ROL-6::wrmScarlet in different genetic backgrounds were imaged using a Chroma/89 North CrestOptics X-Light V2 spinning disk, a Chroma/89North Laser Diode Illuminator, and a Photometrics PRIME95BRM16C CMOS camera via MetaMorph software. Day 1 adults (unless otherwise noted) were used to ensure molting was completed. A 63 X oil objective (NA 1.4) was used to detect fluorescence. In order to visualize the cuticle and hypodermis layers of each animal, a z-series was completed using a 0.5- micron step size across 6.5 microns. Each image was analyzed using Fiji/ImageJ for fluorescence quantification in the hypodermis of the animals. Background was subtracted using a rolling ball filter. An outline was drawn around each nematode and the mean fluorescence intensity was calculated within the outline. At least 10 animals were analyzed and pooled across three to four biological replicates. Using GraphPad Prism, the individual mean fluorescence intensity values were normalized to the mean for control animals in each experiment and analyzed using ANOVA with Dunnett’s post hoc test correction for multiple comparisons. Images were then deconvolved using DeconvolutionLab2 (Sage et al., 2017).

Animals expressing ROL-6::wrmScarlet together with the ER marker VIT2ss::oxGFP::KDEL were imaged using a Zeiss Elyra 7 Lattice SIM. A 60 X water objective (NA 1.2) was used to detect fluorescence, and a z-series was completed as described above.

RNAi treatment of ROL-6::wrmScarlet animals was performed similarly to the RNAi treatment in the body length analysis with these exceptions: nematodes exposed to *dpy-11* RNAi grew for one generation until day 1 adulthood before imaging, nematodes exposed to C54H2.5 and F41C3.4-containing RNAi plasmids were introduced to the animals at the L1 development stage and allowed to develop until day 1 adulthood, and nematodes exposed to Y25C1A.5 and Y113G7A.3-containing RNAi plasmids were introduced to animals at the L4 development stage and grown for 24 hr before imaging. Tunicamycin treatment of ROL-6::wrmScarlet-expressing animals was completed by allowing animals to the develop from eggs to L4 stage in the presence of 5 µg/mL in NGM plates. Experiments were conducted over three to four biological replicates. The data were analyzed using an unpaired two-tailed t-test ANOVA with Dunnett’s post hoc test correction for multiple comparisons, where appropriate.

## Data Availability

RNAseq data have been deposited in GEO under accession codes GSE266398, GSM8246389, GSM8246390, GSM8246391, GSM8246392, GSM8246393, GSM8246394, GSM8246395, GSM8246396, GSM8246397. The following datasets were generated: VoraM DietzJ WingZ LiuJ 2024Genome-wide analysis of Smad and Schnurri transcription factors in *C. elegans*NCBI Gene Expression OmnibusGSE26639810.7554/eLife.99394PMC1178537639887187 RongoC 2024N2-1, L2NCBI Gene Expression OmnibusGSM8246389 RongoC 2024N2-2, L2NCBI Gene Expression OmnibusGSM8246390 RongoC 2024N2-3, L2NCBI Gene Expression OmnibusGSM8246391 RongoC 2024sma-3(wk30)-1, L2NCBI Gene Expression OmnibusGSM8246392 RongoC 2024sma-3(wk30)-1, L2NCBI Gene Expression OmnibusGSM8246393 RongoC 2024sma-3(wk30)-3, L2NCBI Gene Expression OmnibusGSM8246394 RongoC 2024sma-9(ok1628)-1, L2NCBI Gene Expression OmnibusGSM8246395 RongoC 2024sma-9(ok1628)-2, L2NCBI Gene Expression OmnibusGSM8246396 RongoC 2024sma-9(ok1628)-3, L2NCBI Gene Expression OmnibusGSM8246397

# Supplementary material for: Genome-wide analysis of Smad and Schnurri transcription factors in C. elegans demonstrates widespread interaction and a function in collagen secretion
**Source:** eLife. 2025 Jan 31;13:RP99394. doi: 10.7554/eLife.99394
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | N/A |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Key Resources Table |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Key Resources Table |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Materials and Methods |  |
| Randomisation |  | **N/A** |
| Blinding | Not done |  |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Materials and Methods; Figure Legends |  |
| Define whether data describe technical or biological replicates. | Materials and Methods; Figure Legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods; Figure Legends |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Methods |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and Methods |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Materials and Methods |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Materials and Methods |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

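RNA-seq was analysed for 9 libraries of late L2 worms, 3 biological replicates each of wild-type, *sma-3(wk30)* and *sma-9(ok1628)*. The authors selected polyA RNA, sequenced paired ends, mapped the reads to WS245 and counted them per gene with STAR, and normalized the counts with edgeR. They deposited log2 values of CPM, counts scaled by the normalized library size, with a prior count averaging 2 reads added before the logarithm. The lowest of these log2 values, −5.15, is the value of a gene without reads. The paper's text does not name the strand setting, the treatment of reads that fit several genes, or a filter on genes. Genes that overlap others, lie antisense to others or have near-identical copies are therefore uncertain.

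Each deposited value was returned to the CPM scale by removing the prior, and whole reads were recovered for 100% of the values in every library. Between 58889275 and 82735807 reads per library lay on genes, and 3 reads, taken as the smallest number to be relied on, correspond to 0.035 CPM in the deepest library and 0.0503 CPM in the shallowest. Of the 46875 genes listed, 27362 had a read, and 46821 gene identifiers were matched to the WBcel235 annotation, which gave symbols, positions and exon lengths. Of the 13105 tested genes, 13095 were matched. All positions are those of WBcel235.

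Values were analysed as log2(CPM + 1) for genes with at least 1 CPM in at least 3 of the 9 libraries. Fold changes are on this scale, which understates the change of genes with few reads. A linear model with 3 genotype coefficients was fitted with limma (version 3.58.1, R version 4.3.3; tables and plots with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9; lmFit, contrasts.fit and eBayes with an intensity trend). Two-sided p-values were adjusted by the Benjamini-Hochberg method within each of the comparisons *sma-3* against wild-type, *sma-9* against wild-type and *sma-3* against *sma-9*, and genes at an adjusted p of at most 0.05 were called. All adjusted p-values of genes are from limma. The design, written before the values were seen, gave this test for normalized values and another for raw counts; it was kept as written, and because the deposited values are on a log scale the log-scale test was used. The conditional overlap follows the paper's description of LOA with a threshold of 0.01 in both steps. Families were defined by the prefix of the gene name and tested with camera at an inter-gene correlation of 0.01, adjusted over 16 tests. Major sperm protein genes gave no test in the main analysis, as no such gene passed the filter.

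Pairing by replicate number comes from the numbers in the sample titles; the paper does not describe same-numbered cultures as pairs. The main model has no replicate block, and the different numbers in the library names were not used. Genes were named by a rule: every gene that the paper names for these libraries, *sma-3*, *sma-9* and the DBL-1 pathway genes *dbl-1*, *sma-2*, *sma-4*, *sma-6*, *daf-4*, *lon-1*, *lon-2* and *lon-3*, and for each mutant and direction the 3 called genes with the largest fold change whose mutant values all lay beyond the wild-type values. Genes named beyond this rule were chosen after their values were seen. *cyp-13A9* was not matched and is not analysed here, and *ins-37* and *hsp-12.3* did not pass the filter. The ChIP-seq data, the BETA results and the RT-PCR and body length measurements were not used here.

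The scripts were tested on simulated data made from the real genes and depths. Of 196 changed genes that passed the filter, 100% were called in the right direction, with 10 calls among 12740 unchanged genes. With nothing changed, 0 of 12978 genes were called and 651 had an unadjusted p under 0.05. A shifted family of 54 genes was found (adjusted p = 6.58e-23), and 0 of 15 unshifted tests passed. The conditional overlap found 96% of 100 genes changed in both. The simulated genes varied independently, with the same relative spread for all and no grouping of libraries other than by genotype. The error rates for genes and families therefore need not hold in the real libraries, where a division other than by genotype gave 1823 genes. A length trend of Spearman rho 0.767 across genes, which are not independent replicates, fell to 0.00367 after the length correction. The alternatives tried were other pseudocounts, filters, normalizations, models, thresholds and family tests, and each replicate left out in turn.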

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

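All tests in this part were chosen only after the result was seen, except the test of the second principal component under quantile normalization.

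Apart from *arrd-19*, the genes described here are not discussed by the paper. They lost nearly all reads in *sma-3* libraries. On chromosome V of WBcel235 from 3276956 to 3340089, all 13 tested genes, *arrd-19* included, had at most 5.35% of their wild-type mean in *sma-3*. On chromosome IV from 12640462 to 12676004 (35.5 kb) lie 3 such neighbors, *vha-7*, *wdfy-3* and *T23B5.4*, between *ark-1* (60.7 CPM in wild-type and 57.7 in *sma-3*) and *prmt-9* (61.2 and 58.9 CPM). On chromosome II from 3177963 to 3757428, 9 of 54 tested genes are such genes, but no pair of them adjoins. The rule and the bounds of the regions were chosen after the values were seen. In total 28 genes had a *sma-3* mean of at most 5% of both other means, each at least 1 CPM, a minimum that *C17B7.4* in the chromosome V stretch did not reach in wild-type. Of these, 23 lie in the 3 regions, and 17 of the 20 largest decreases were among them. Few of the calls depend on them, since the regions hold 25 of the downregulated genes.

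The first explanation weighed is a strain variant, a deletion or a silenced region carried by the *sma-3* strain, which would place such genes side by side. They formed 12 adjoining pairs among tested genes, against a mean of 0.0576 in 10000 random placements of as many genes (one-sided permutation test, p = 1e-04, the smallest these placements can give), but the chromosome V stretch had prompted the test. Outside it, 17 genes formed 3 adjoining pairs, on chromosome IV and between *hsp-16.2* and *hsp-16.41*, against a mean of 0.0185 and a maximum of 1 (permutation p = 1e-04, again the smallest), although the chromosome IV genes had also been seen. Wild-type had 0 genes that were near zero by the same rule, and *sma-9* 5 with 2 adjoining pairs. Shared regulation of neighbors is the second explanation. The 28 next largest decreases among downregulated genes formed 0 adjoining pairs (random mean 0.0576). All 1570 other downregulated genes together formed 253, more than the mean of 188 and the maximum of 234 in random placements (permutation p = 1e-04, the smallest), so downregulated genes do adjoin more often than at random, and shared regulation is not excluded for the genes near zero. A low read number does not account for the losses. With no minimum in the rule, 29 tested genes were near zero, and none had fewer than 27 reads in a wild-type or *sma-9* library (median of the lowest numbers 248). A strain variant and shared regulation both remain as candidate explanations, and the decreases of these genes cannot be told apart from either. Expression alone cannot tell a deletion from silencing, and whether the loss depends on SMA-3 was not tested.

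*lips-11* is not discussed by the paper for these libraries and had the largest change of any tested gene in the libraries labelled *sma-9*, a log2 fold change of 8.02. It was measured at 0.913 to 1.94 CPM in wild-type, 2.86 to 6.78 in *sma-3* and 525 to 729 in libraries labelled *sma-9*. The neighboring *lips-12* rose from 0.0291 to 6.06 CPM, whereas *pho-14* and *sut-1* on either side of the *lips* genes were at 67.9 and 20.2 CPM in wild-type and 54.4 and 19.9 in libraries labelled *sma-9*. Among 15 genes with a mean of at least 1 CPM in libraries labelled *sma-9*, at least 8-fold higher than in both other genotypes, there were 3 adjoining pairs, but all of these except one join the *lips* genes that had prompted the test. Without the *lips* genes, 12 genes formed 1 adjoining pair, *Y57G11C.8* and a gene that overlaps it on the same strand (random mean 0.00880, one-sided permutation test, p = 0.00890). The 11 genes raised as far in *sma-3* formed 0. A strain variant near the *lips* genes is a candidate explanation, and the increase of *lips-11* cannot be told apart from it or from shared regulation, which was not tested. Reads of *lips-11* counted on its copies would lower *lips-11*, so they bear only on the increases of *lips-12* and *lips-13*, and this was not tested.

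The *sma-9* transcript was higher in the libraries labelled *sma-9*, with a log2 fold change of 1.03. In *sma-3* libraries it was measured at 114 to 129 CPM. A mislabelled sample was tested with genes called between wild-type and the remaining libraries labelled *sma-9*. *sma-9* replicates 1, 2 and 3, each left out of its own calls, moved in the called direction for 92.96% of 1122 genes, 99.8% of 555 and 99.8% of 487. This tests single libraries only, and a label wrong for the whole group cannot be told apart from the correct one by it, since the transcript was raised in all 3 libraries. That the *ok1628* allele leaves a transcript which is still counted was not tested, as the deposited values give a single number per gene.

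The second principal component carried 25.7% of the variance and did not follow genotype, since it set wild-type replicates 1 and 2 and *sma-9* replicate 1 apart from wild-type replicate 3 and *sma-9* replicates 2 and 3. Library depth was not related to its scores over the 9 libraries (Pearson r = −0.133, permutation p = 0.724; Spearman rho = −0.0500, permutation p = 0.911; r = 0.199 without the 2 farthest libraries), nor was the share of reads in the 10 highest genes (r = 0.00715, permutation p = 0.986; rho = 0.133, permutation p = 0.744; r = 0.192 without the 2 farthest). Adjusted over these 2 relations, both p-values were 0.986. Gene length went with part of the split. From the shortest genes (median exon length 609) to the longest (3246.5), the shift of wild-type replicate 3 ran from −0.135 to 0.144. It ran from −0.0524 to 0.0601 in *sma-9* replicate 2 and hardly changed in *sma-9* replicate 3 (0.00311 to 0.00695). In wild-type replicates 1 and 2 and *sma-9* replicate 1 it fell, from 0.0823 to −0.0541, 0.0396 to −0.0271 and 0.0815 to −0.0350. After a correction for gene length the PC2 scores still followed the old ones with an absolute r of 0.971, and after quantile normalization with 0.977. Spearman rho of the loadings with exon length was −0.296 on PC2 and −0.352 on PC3, across genes that are not independent replicates. The median absolute PC2 loading of 22 genes of the moulting cycle lay at percentile 12.5 among 10000 random lists matched on mean expression. An exchange of labels between wild-type replicate 3 and *sma-9* replicate 1 was tested on the 44 genes at least 4-fold apart between wild-type replicates 1 and 2 and *sma-9* replicates 2 and 3. Both libraries were nearer to their own genotype for 68.2% of these genes, wild-type replicate 3 for 31 and *sma-9* replicate 1 for 41. None of these explanations by itself accounts for the component, although gene length goes with part of its split. A common cause of the length trend and the component is not excluded. Sequencing and preparation batches were not analysed here, and no biological explanation other than the timing of the moult was tested. Among wild-type and *sma-9* libraries, the numbers in the library names follow the same split. The lower numbers belong to wild-type replicates 1 and 2 and *sma-9* replicate 1. All *sma-3* libraries carry higher numbers than any other library, so a grouping by number could not be told apart from the *sma-3* genotype. The paper's text does not say what these numbers stand for. They were not used in any fit or pairing, so a grouping of the libraries by them is not excluded.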

How the results depend on the processing

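The tests of other splits and of the highest genes under equal totals, like all alternatives but 3, were chosen before the data were examined; the log2 values as deposited, the gene length correction and unit variance in the PCA distances were chosen after seeing the data. Count tests (edgeR's quasi-likelihood and likelihood ratio tests and DESeq2) had been planned for the case of recovered reads. Whole reads were recovered, but values deposited on a log scale were tested on that scale only, so these tools were not run. A negative binomial likelihood ratio test of the recovered reads and a precision-weighted fit were tried in exploration, after the values were seen, and were not kept for the same reason; their values are not reported here. Among the 149 results for single named genes, 2750 of 2969 values under the alternatives kept their direction and their side of the threshold, 169 no longer passed, 25 newly passed and 25 changed direction. With a mean of at least 5 CPM, 138 of these results had a value, as the other genes did not reach it. Where a cause is not given, the cause was not tested.

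Without a filter on low values, histones passed in libraries labelled *sma-9* (median log2 fold change −0.092). Major sperm protein genes, none of which passed the main filter, could then be tested. They passed as higher in *sma-3* (median 0.32, camera, adjusted p = 1.02e-19) and did not pass in libraries labelled *sma-9* (0.0056, adjusted p = 0.583). Among genes with a mean of at least 5 CPM, 242 were upregulated in libraries labelled *sma-9*, the share of genes downregulated in both with the larger decrease in *sma-3* turned to 51.1%, and lysozymes did not pass in *sma-3* (0.30) or in libraries labelled *sma-9* (−0.22). The cause was not tested. Without an intensity trend, histones passed in libraries labelled *sma-9* (−0.12), and so they did with the gene length correction (−0.15), under which *dbl-1* in libraries labelled *sma-9* (0.0047) and *acs-22* in *sma-3* (0.015) changed direction.

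With equal totals, 880 genes were downregulated in *sma-3* and 261 in libraries labelled *sma-9*, the downregulated share moved from 56.5% to 35.9% in *sma-3* and from 56.05% to 32.02% in libraries labelled *sma-9*, and the median of all genes moved from −0.013 to 0.071 in *sma-3* and from 0.0045 to 0.11 in libraries labelled *sma-9*. Families are tested against the other genes, so a shift common to all genes does not turn their results. Cytochrome P450s passed as lower than the other genes in *sma-3* (−0.026) and in libraries labelled *sma-9* (0.057), and so did cuticle collagens (−0.020), C-type lectins (−0.00020) and histones (−0.058) in libraries labelled *sma-9*. The common shift also carried some small decreases above 0, which says nothing about these families and genes: histones (0.049) and cytosolic ribosomal proteins (0.042) in *sma-3*, cytochrome P450s, chaperones (0.054) and cytosolic ribosomal proteins (0.071) in libraries labelled *sma-9*, *dpy-11* (0.033), *dbl-1* (0.11) and *lon-2* (0.076) in libraries labelled *sma-9*, and *sma-4* (0.054) and *acs-22* (0.077) in *sma-3*. Of these all but *acs-22* stayed below the median of all genes. Leaving the 15 genes that rank among the 10 highest of any library out of the totals gave 38.8% downregulated in *sma-3*, so these genes do not account for the shift.

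With quantile normalization, C-type lectins (−0.066) and cytosolic ribosomal proteins (0.0017) changed direction in *sma-3*, as did chaperones (0.024) and cytosolic ribosomal proteins (0.11) in libraries labelled *sma-9*, *dpy-11* (0.12), *dbl-1* (0.017) and *imb-3* (0.018) in libraries labelled *sma-9* and *acs-22* (0.085) in *sma-3*. Cytosolic ribosomal proteins passed in libraries labelled *sma-9* in this changed direction. Cytochrome P450s (−0.14), C-type lectins (−0.11) and histones (−0.22) passed in libraries labelled *sma-9*, and nuclear hormone receptors did not (0.043). The cause was not tested.

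With only the genotypes compared in each fit, 224 genes were downregulated and 221 upregulated in libraries labelled *sma-9*, 227 were shared, 201 of them in the same direction, and 122 by conditional overlap. With the replicate number as a block, 322 genes were downregulated in libraries labelled *sma-9*, 278 were shared, 255 in the same direction, and 116 by conditional overlap, while 1563 genes differed between the mutants. The mean correlation of the deviations of same-numbered libraries was −0.0965 (−0.0476 for *sma-3* and wild-type, −0.0729 for *sma-9* and wild-type and −0.169 between the mutants), so the numbers do not pair the libraries and the block takes up degrees of freedom.

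At an adjusted p of 0.01, 668 and 459 genes were down- and upregulated in *sma-3*, 190 and 181 in libraries labelled *sma-9*, 824 differed between the mutants, 138 were shared and 127 had the same direction. Requiring at least a 2-fold change gave 151 and 376, 77 and 127, 507, 51 and 47 in the same order. The conditional overlap at a threshold of 0.05 held 680 genes. These numbers follow from the thresholds.

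With the inter-gene correlation estimated from the data, no family passed in either mutant. Cuticle collagens (0.74), lysozymes (0.30), chaperones (−0.23) and nuclear hormone receptors (0.12) in *sma-3* and lysozymes (−0.32) and nuclear hormone receptors (0.082) in libraries labelled *sma-9* lost their calls, with the same medians. By Fisher's exact test of called genes, cytochrome P450s (−0.12), C-type lectins (0.016) and cytosolic ribosomal proteins (−0.050) newly passed in *sma-3* and C-type lectins (−0.082) in libraries labelled *sma-9*, whereas lysozymes in *sma-3* and nuclear hormone receptors in both mutants did not pass. The calls of families thus depend on how genes of a family are taken to vary together. Without scaling, PC1 carried 48.01% of the variance.

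Across the 9 fits that each left out one replicate, 784 to 1864 genes were downregulated and 545 to 1427 upregulated in *sma-3*, 273 to 859 and 214 to 710 in libraries labelled *sma-9*, 970 to 3145 differed between the mutants, 246 to 810 were shared, 227 to 749 in the same direction, and 87 to 353 by conditional overlap. The highest of each of these counts came without wild-type replicate 3, and the cause was not tested. The share with the larger decrease in *sma-3* ranged from 31.5 to 60.6%, with the 3 highest values without an *sma-3* replicate and the lowest without *sma-9* replicate 2. Medians ranged from −0.022 to 0.042 for C-type lectins, −0.079 to 0.013 for histones and −0.20 to 0.021 for cytosolic ribosomal proteins in *sma-3*. In libraries labelled *sma-9* they ranged from −0.36 to 0.050 for cuticle collagens, −0.12 to −0.036 for cytochrome P450s, −0.12 to −0.024 for C-type lectins, −0.44 to −0.22 for lysozymes, −0.10 to −0.018 for chaperones, −0.24 to −0.080 for histones and −0.20 to 0.023 for cytosolic ribosomal proteins. Lysozymes in libraries labelled *sma-9* did not pass without wild-type replicate 1. Without wild-type replicate 3, cytosolic ribosomal proteins passed in both mutants, and cuticle collagens, chaperones and histones in libraries labelled *sma-9*. Without *sma-9* replicate 1, cuticle collagens, histones and cytosolic ribosomal proteins passed there, and without *sma-9* replicate 2 cytochrome P450s and C-type lectins. Log2 fold changes took both signs for *C32D5.12* (−0.047 to 0.16), *dbl-1* (−0.062 to 0.052), *lon-2* (−0.11 to 0.015), *lon-3* (−0.13 to 0.24), *prp-40* (−0.00079 to 0.049), *asp-12* (−0.37 to 0.76) and *T28A11.2* (−0.00047 to 0.16) in libraries labelled *sma-9*, and for *acs-22* (−0.058 to 0.042), *sma-4* (−0.092 to 0.018), *clec-1* (−0.013 to 0.18), *srlf-4* (−0.36 to 0.042) and *lips-13* (−0.078 to 0.051) in *sma-3*.

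For *sma-3*, *sma-9* and the mutants compared with each other, the 6 libraries divide in 10 ways into 3 and 3, of which 4 part every same-numbered pair. In each comparison 1 of these 4 splits, the real one, gave as many down- and upregulated genes, a share that this design cannot bring under 0.05. The other splits gave 0 called genes in *sma-3* (up to 744 at an unadjusted p under 0.05, against 4612) and 0 between the mutants (up to 688 against 4237). In libraries labelled *sma-9*, one of the 6 splits that keep a same-numbered pair together, wild-type replicates 1 and 2 with *sma-9* replicate 1, gave 983 and 840 genes (4233 unadjusted, against 2913), and the remaining ones 0 (up to 933 unadjusted). For the families that passed, 1 of the 4 splits was as large as well, but one of the others gave nuclear hormone receptors in libraries labelled *sma-9* a larger shift (0.13). Of 100 drawn assignments of the 9 libraries, out of 108, 4 gave as many shared genes (up to 1344), 4 as many in the same direction (up to 1306) and 5 as many by conditional overlap (up to 746). An assignment can keep the true groups with another genotype as the reference. Such assignments were not set apart from those that mix genotypes, so the draws do not decide what groups without a common effect would give.

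The depth limits results for genes with few reads. *ins-37* and *hsp-12.3* had too few reads for the filter, so that their changes are not tested here, and values under 0.035 CPM rest on fewer than 3 reads.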

Differences from the paper's values

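For upregulated genes in *sma-3*, 1227 were found here against the paper's 774. Of 20 alternatives set before the data were examined, 11 lay within 1.5 times of the paper's number: a mean of at least 5 CPM (869), quantile normalization (1132), only the genotypes compared (1099), the replicate block (893), and leaving out wild-type replicate 1 (1011) or 2 (1007), *sma-3* replicate 1 (815), 2 (596) or 3 (545), or *sma-9* replicate 2 (1124) or 3 (1101). The other pseudocounts, no filter, equal totals, no intensity trend, an adjusted p of 0.01, a 2-fold change, and leaving out wild-type replicate 3 or *sma-9* replicate 1 did not close the gap, and neither did the log2 values as deposited (1176) nor the gene length correction (1475), both chosen after seeing the values. A negative binomial likelihood ratio test of the recovered reads, tried after seeing the values and not kept, gave a number of upregulated genes in *sma-3* within 1.5 times of the paper's with the same filter and all libraries, but not when only the genotypes compared were fitted or no filter was set.

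For genes shared by conditional overlap, 241 were found here against the paper's 882. Of 20 alternatives set before the data were examined, a threshold of 0.05 in both steps lay within 1.5 times of it (680 genes). The others gave 87 to 353 genes and did not close the gap, nor did the log2 values as deposited (248) and the gene length correction (251), chosen after seeing the values. The negative binomial test and a precision-weighted fit in limma, also tried after seeing the values and not kept, lay within 1.5 times of it at 0.05 in both steps, except the former with only the genotypes compared, and not at 0.01.

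For PC2, 25.7% of the variance was found here against about 17% in Fig. 2a, read by eye. Of 15 alternatives set before the data were examined, 7 lay within 1.5 times of it: no filter (19.1%), quantile normalization (25.3%), no scaling (23.2%), and leaving out wild-type replicate 1 (25.03%) or 2 (23.5%) or *sma-9* replicate 2 (23.9%) or 3 (25.5%). The other pseudocounts, a mean of at least 5 CPM and the remaining replicates left out did not close the gap, and the gene length correction, chosen after seeing the values, lay within it (25.1%).

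The paper states that all replicates of each genotype clustered together, whereas here the nearest library was of the same genotype for 8 of the 9 libraries. The paper states that the loss of SMA-3 changed shared activated targets more than the loss of SMA-9. Over all genes downregulated in both, whether bound or not, the decrease was larger in *sma-3* for 48.5%. This set does not rank the mutants, since it holds only genes that passed in both and fewer genes passed in libraries labelled *sma-9*. The share was 60.6% without *sma-3* replicate 3, 59.4% without *sma-3* replicate 1, 57.9% without *sma-3* replicate 2, 52.8% without wild-type replicate 3 and 51.1% with a mean of at least 5 CPM. It went the other way without an *sma-9* replicate, down to 31.5% without *sma-9* replicate 2. For the 8 tested genes that the paper names in Figure 3b, the median log2 fold change was −0.91 in *sma-3* and −0.64 in libraries labelled *sma-9*, with a median difference of −0.15, and 1 of them (*cysl-2*) was lower in *sma-3* than in libraries labelled *sma-9* at an adjusted p of 0.05. The paper's edgeR likelihood ratio test was not run here.

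The paper's co-regulated targets join binding sites with genes shared by its conditional test. Here each mutant was tested separately over all genes, an unlike measure, so a gene that did not pass does not contradict the paper. Whether the genes named in this paragraph lie in the conditional overlap computed here is not given. The paper places *cysl-2* and *col-153* among targets activated by both factors, and here they did not pass in libraries labelled *sma-9* (log2 fold changes −0.31 and −0.49). Adjusted over all genes, none of the alternatives called either gene in libraries labelled *sma-9*, but both passed when adjusted over the paper's list alone (8 of 8 genes). The paper places *mpc-1* and *gdh-1* among targets with opposite regulation, and likewise *arrd-19*, *nspc-16* and *catp-3*. Here their increases in libraries labelled *sma-9* did not pass (0.21, 0.37, 0.33, 0.60 and 1.05 on the log2 scale). With equal totals *mpc-1*, *gdh-1*, *nspc-16* and *catp-3* passed, with quantile normalization *gdh-1*, and with a pseudocount of 5 CPM *nspc-16*. Relative to the median of all genes, equal totals hardly moved these 4 increases. They went from 0.21 to 0.22 for *mpc-1*, 0.36 to 0.38 for *gdh-1*, 0.60 to 0.60 for *nspc-16* and 1.04 to 1.06 for *catp-3*. Passing with equal totals thus goes with a shift common to all genes and adds nothing for opposite regulation. Adjusted over the paper's lists alone, *gdh-1*, *nspc-16* and *catp-3* passed, and *mpc-1* and *arrd-19* did not. Without wild-type replicate 3, *arrd-19* and *catp-3* passed, without wild-type replicate 1 *catp-3*, and without *sma-3* replicate 1 *nspc-16*.

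The paper's exclusive targets are those under direct control of a single factor, as derived with binding sites. Calls from expression alone are an unlike measure, so a change in the other mutant does not by itself conflict with that class. The paper places *nhr-114*, which its text also describes as lower in both mutants, and *acdh-1* among SMA-3-exclusive targets in Figure 3d, and here both passed in libraries labelled *sma-9* as well (−0.99 and −0.71). *acdh-1* no longer passed in libraries labelled *sma-9* with no filter, with only the genotypes compared, or without wild-type replicate 1 or 2 or *sma-9* replicate 2 or 3. The paper places *clec-186*, *zip-10*, *ins-7* and *lon-1* among SMA-9-exclusive targets, and here they passed in *sma-3* too, with log2 fold changes of −0.66, 1.04, 0.64 and 0.84. *sma-3*, placed in the same group, was lower in the mutant of this gene (−0.76). Of these, only *zip-10* lost its call in *sma-3* under an alternative that gave a value, without *sma-3* replicate 2 or 3. The paper reports no sufficient change of *rol-6*. Its decrease in *sma-3* passed when each fit held only the genotypes compared, and without wild-type replicate 3 or *sma-9* replicate 1.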

Other observations

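All tests in this part were chosen only after the result was seen.

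The 22 genes taken as markers of the moulting cycle, a list written after the data were seen, had a median log2 fold change of −0.83 in *sma-3*, which was −0.74 with equal totals and −0.73 with quantile normalization. In *sma-3*, 19 of them were lower, 12 downregulated and 2 upregulated (camera, two-sided p = 4.78e-06; exact permutation of the 6 libraries, p = 0.1, the smallest they allow). With gene length corrected the p-value was 2.31e-06, so gene length does not account for the shift. With equal totals it was 1.32e-07, but a test against the other genes cannot reveal a shift common to all, and with the correlation between these genes estimated from the data it was 0.0666. In the libraries labelled *sma-9* the median was −0.27, with 17 lower (camera, two-sided p = 0.00189; exact permutation, p = 0.1, again the smallest). Between the mutants the medians lay 0.56 apart on the log2 scale, against at most 0.34 in any other split of these 6 libraries. Among the 4 splits of the *sma-3* and wild-type libraries that part every same-numbered pair, 1, the real one, gave as large a shift, which cannot go under 0.05, and the largest shift of any other split was 0.51. A difference in the timing of the moult between the collected *sma-3* and wild-type worms is a candidate explanation. It cannot be told apart from an effect of SMA-3 on these genes, since the worms were collected at a single stage. The same limit applies to the changes of cuticle collagen genes in *sma-3*.

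Of the DBL-1 pathway genes, *sma-2* passed in *sma-3* and not in the libraries labelled *sma-9* (log2 fold changes −0.69 and 0.18), and *sma-4*, *daf-4*, *dbl-1*, *lon-2* and *lon-3* did not pass an adjusted p of 0.05 in either mutant (limma). *daf-4* passed in both mutants without wild-type replicate 3, and *lon-3* in *sma-3* without *sma-9* replicate 1 or with only the genotypes compared. Their log2 fold changes were −0.038 and 0.13 for *sma-4*, 0.24 and 0.30 for *daf-4*, 0.084 and −0.0050 for *dbl-1*, −0.23 and −0.038 for *lon-2* and −0.51 and 0.082 for *lon-3*. With a replicate left out, *sma-4*, *dbl-1*, *lon-2* and *lon-3* changed direction in a mutant.

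The desaturase gene *fat-5*, a paralog of *fat-6* and *fat-7*, was measured at 40.4 CPM in wild-type, 18.2 in *sma-3* and 2.51 in libraries labelled *sma-9*. The vitellogenin genes *vit-2*, *vit-3* and *vit-5* were measured at 1.40, 0.158 and 0.547 CPM in wild-type, 12.2, 2.06 and 5.82 in *sma-3* and 1.15, 0.194 and 0.447 in libraries labelled *sma-9*. These genes were chosen after their values were seen. Among the recovered read numbers below 200, 57.5% to 62.1% per library were even. The 10 highest genes held 5.99% to 8.07% of the reads of a library.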
